# Postprandial FGF19-induced phosphorylation by Src is critical for FXR function in bile acid homeostasis

**DOI:** 10.1038/s41467-018-04697-5

**Published:** 2018-07-03

**Authors:** Sangwon Byun, Dong-Hyun Kim, Daniel Ryerson, Young-Chae Kim, Hao Sun, Bo Kong, Peter Yau, Grace Guo, H. Eric Xu, Byron Kemper, Jongsook Kim Kemper

## Abstract

Farnesoid-X-Receptor (FXR) plays a central role in maintaining bile acid (BA) homeostasis by transcriptional control of numerous enterohepatic genes, including intestinal FGF19, a hormone that strongly represses hepatic BA synthesis. How activation of the FGF19 receptor at the membrane is transmitted to the nucleus for transcriptional regulation of BA levels and whether FGF19 signaling posttranslationally modulates FXR function remain largely unknown. Here we show that FXR is phosphorylated at Y67 by non-receptor tyrosine kinase, Src, in response to postprandial FGF19, which is critical for its nuclear localization and transcriptional regulation of BA levels. Liver-specific expression of phospho-defective Y67F-FXR or Src downregulation in mice results in impaired homeostatic responses to acute BA feeding, and exacerbates cholestatic pathologies upon drug-induced hepatobiliary insults. Also, the hepatic FGF19-Src-FXR pathway is defective in primary biliary cirrhosis (PBC) patients. This study identifies Src-mediated FXR phosphorylation as a potential therapeutic target and biomarker for BA-related enterohepatic diseases.

## Abstract (web summary)

FXR plays an important role in bile acid homeostasis by transcriptionally modulating several enterohepatic genes, including intestinal FGF19, that repress hepatic bile acid synthesis. Here the authors show that postprandial FGF19 regulates FXR transcriptional activity via its action on the tyrosine kinase Src, which phosphorylates FXR.

## Introduction

Bile acids (BAs) are amphipathic steroid molecules that aid in digestion of dietary lipids, but also function as signaling molecules that profoundly impact metabolism and energy balance by activating the nuclear receptor, farnesoid X receptor (FXR, NR1H4), and a membrane G-protein-coupled receptor, TGR5^1–5^. Due to their detergent-like nature, excess levels of BAs are toxic and lead to cellular injury, which can further progress to fatal diseases, such as liver fibrosis and cirrhosis, and liver and intestinal cancer^6,7^. FXR is the primary BA biosensor and plays a central role in maintaining BA homeostasis and protecting from BA-induced toxicity^8,9^.

In response to a meal, FXR is activated by transiently elevated physiological concentrations of BAs in enterohepatic tissues and mediates postprandial regulation of BA, cholesterol, lipid, and glucose metabolism^2,10^ and inhibition of autophagy-mediated lipid catabolism^11,12^ to maintain homeostasis. FXR transcriptionally regulates numerous genes involved in nearly every aspect of BA metabolism, including synthesis, transport, and recycling. BA-activated FXR represses hepatic BA synthesis by inducing expression of two key regulators, an intestinal hormone, FGF19 (human FGF19, mouse FGF15), and an orphan nuclear receptor, SHP^9,10^. FXR also regulates BA levels through induction of other target genes, including MAFG, a global transcriptional repressor of BA synthesis^13^, LSD1, a key repressive epigenetic component in a SHP complex^14,15^, and β-Klotho (βKL), the obligate co-receptor for FGF19^16^.

The physiological role of the FXR-FGF19 gut-liver pathway in feedback repression of hepatic BA synthesis has been established^17–19^. After a meal, BA-activated FXR induces expression of FGF19 in the ileum, and the secreted FGF19 binds to and activates a hepatic cell surface receptor, FGF receptor 4 (FGFR4), and its co-receptor, βKL, in the late fed-state^20,21^. Binding of FGF19 to the receptor complex triggers intracellular signaling pathways that mediate feedback repression of hepatic BA synthesis, and also other postprandial responses, including stimulation of glycogen and protein synthesis and suppression of autophagy-mediated lipid catabolism, independent of insulin action^15,20,22^. The in vivo functional role of the FGF15/19 signaling in BA regulation has been confirmed in genetic mice lacking FGF15, FGFR4, or βKL^20,23,24^. Despite the discovery of a pivotal role of FGF19 in regulating BA levels, it remains poorly understood how the activation of the FGF19 receptor at the membrane is relayed into the nucleus for transcriptional control of BA-regulating genes.

Nuclear receptors are ligand-regulated transcriptional factors that play crucial roles in mammalian physiology and disease^8^. Transcriptional activity of nuclear receptors is primarily regulated by lipophilic ligands, but their functions are also significantly modulated by cellular signaling-induced post-translational modifications (PTMs), which can alter the overall response to their ligands^25^. PTMs of nuclear receptors, including FXR, SHP, and LRH-1, play an important role in transcriptional control of metabolism in animals in vivo, intriguingly in a gene-specific manner, and dysregulation of these PTMs is associated with metabolic disorders^26–30^. While FXR induces the expression of FGF15/19, it remains unknown whether transcriptional activity of FXR can be physiologically modulated in a feedback manner by FGF19 signal-induced PTMs.

Utilizing proteomics, genomics, metabolomics analyses, as well as, metabolic analyses, we now show that FXR is phosphorylated at Y67 by non-receptor tyrosine kinase Src upon postprandial FGF19 signaling in hepatocytes, and that the FGF19-induced Y67-FXR phosphorylation is critical for its transcriptional regulation of BA levels. Finally, we present intriguing data that the hepatic FGF19-Src-FXR phosphorylation signaling axis is likely defective in primary biliary cirrhosis (PBC, also known as primary biliary cholangitis) patients.

## Results

### Y67 in FXR is the primary Tyr-phosphorylation site after FGF19 treatment

To determine whether FXR is a target of FGF19-induced phosphorylation, primary mouse hepatocytes (PMH) from FXR-KO mice, exogenously expressing flag-FXR, were treated with FGF19, and the FGF19-induced phosphorylation site(s) were identified by tandem mass spectrometry analysis. The LC-MS/MS analysis identified three Tyr (Y) phosphorylated residues, Y46, Y49, and Y67, in FXR (Supplementary Fig. 1a). Mutation of Y67 to Phe nearly completely abolished phosphorylation at Tyr of flag-FXR, while mutation of Y46 or Y49 did not reduce the phosphorylation (Fig. 1a), suggesting that Y67 is the primary Tyr phosphorylation site. Notably, Y67 is the most highly predicted Tyr phosphorylation site in FXR by bioinformatics analysis with NetPhos 3.1 (Supplementary Fig. 1b).

**Fig. 1:**
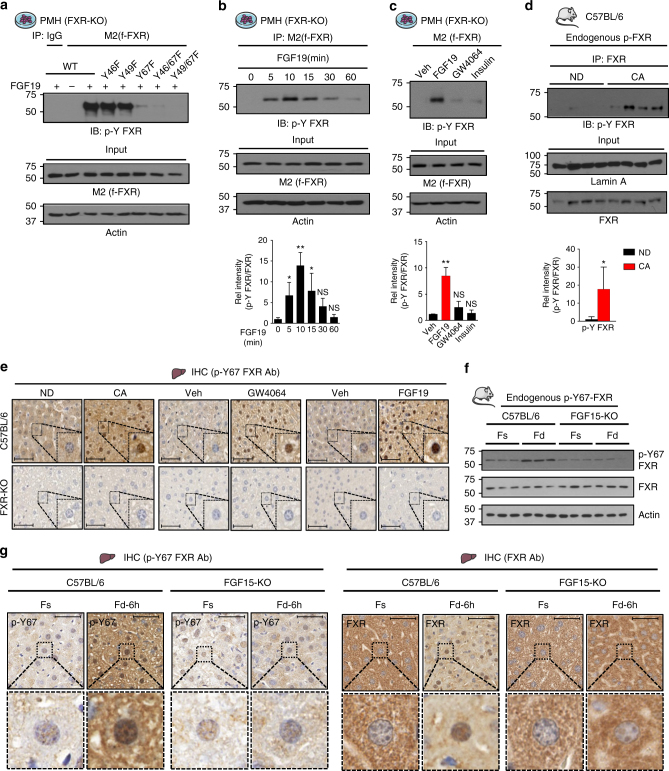
FXR is phosphorylated at Y67 by FGF19. **a** Flag-FXR-WT, or its Tyr-FXR mutants as indicated, was expressed in PMH from FXR-KO mice. Cells were treated with vehicle or 50 ng ml^−1^ FGF19 for 10 min, and p-Y-FXR levels were detected by IP/IB. **b** PMH expressing flag-FXR were treated with FGF19 for the indicated times, and FXR phosphorylation levels were determined by IP/IB. Relative p-Y-FXR to total FXR levels are shown at the bottom (*n* = 3). **c** PMH expressing flag-FXR were treated with vehicle or 50 ng ml^−1^ FGF19, GW4064 (0.5 μM), or insulin (100 nM) for 10 min, and p-Y-FXR levels were determined by IP/IB. The p-Y-FXR level in the vehicle-treated sample was set as 1. Relative p-Y-FXR levels are shown at the bottom (*n* = 3). **d** C57BL/6 mice were fed a normal chow diet (ND) or 0.5% cholic acid (CA) chow for 3 h after 12 h of fasting and p-Y-FXR levels were detected by IP/IB. Relative p-Y-FXR levels are shown at the bottom (*n* = 4). **e** C57BL/6 mice or FXR-KO mice were fed a ND or 0.5% CA chow for 6 h or were fasted for 12 h and then treated with GW4064 (3 h) or FGF19 (30 min). The p-Y67-FXR levels in liver sections were detected by IHC. Scale bar, 50 µm. **f**, **g** C57BL/6 mice or FGF15-KO mice were fasted for 12 h (Fs) or fed for 6 h (Fd) after fasting. **f** p-Y67 FXR and FXR levels were measured by IB (*n* = 3). **g** p-Y67-FXR or FXR levels in liver sections were detected by IHC. Scale bar, 50 µm. All values are presented as mean ± SD. Statistical significance was measured using the **d** Mann–Whitney test, **b**, **c** one-way ANOVA with the Bonferroni post-test. *P < 0.05, **P < 0.01, and NS, statistically not significant

Consistent with these findings, FGF19 treatment led to transient increases in phosphorylated (p)-Tyr-FXR levels that peaked at 10 min and returned to basal levels after 30–60 min (Fig. 1b) while treatment of hepatocytes with insulin or a synthetic FXR agonist, GW4064, did not significantly increase Tyr-FXR phosphorylation (Fig. 1c). Further, feeding mice with chow supplemented with an FXR agonist, cholic acid (CA), for 3 h, which should lead to FXR induction of endogenous FGF15, dramatically increased p-Tyr-FXR levels in mouse liver extracts (Fig. 1d).

To detect phosphorylation of endogenous FXR in mouse liver at Y67, an FXR antibody specific for Y67 phosphorylation was developed (Supplementary Fig. 1c). Feeding mice with CA chow or treatment with GW4064, both of which induce intestinal expression of *Fgf15*, or FGF19 treatment increased p-Y67-FXR levels in C57BL/6 mice, but not in FXR-KO mice (Fig. 1e). Notably, the Y67 residue in FXR is highly conserved among vertebrates (Supplementary Fig. 1d), suggesting the functional importance of this residue. These results indicate that FXR is phosphorylated at Y67 in response to FGF19.

### FXR is phosphorylated at Y67 in response to feeding

After a meal, FGF15/19 levels rise^31^ and mediate postprandial metabolic responses, including repression of BA synthesis^20,22^. To test whether FGF19-induced Y67-FXR phosphorylation was important for this physiological response, we determined the effects of feeding on Y67-FXR phosphorylation in control C57BL/6 and FGF15-KO mice. Feeding for 6 h after fasting markedly increased hepatic p-Y67-FXR levels in C57BL/6 mice, but not in FGF15-KO mice (Fig. 1f ). In IHC studies, feeding increased p-Y67-FXR levels, particularly in the nucleus, while this increase was not detected in FGF15-KO mice (Fig. 1g, left). Further, total FXR levels in the nucleus were markedly decreased in FGF15-KO mice compared to control mice after feeding (Fig. 1g, right), suggesting that Y67-FXR phosphorylation may have a role in its nuclear localization. These results demonstrate that endogenous FXR is phosphorylated at Y67 in an FGF15-dependent manner during physiological feeding/fasting cycles.

### FXR-mediated regulation of hepatic BA-related genes is attenuated by the p-defective Y67F mutation

To investigate the hepatic function of Y67-FXR phosphorylation, FXR was specifically knocked out in the livers of FXR floxed mice by infection of AAV-TBG-Cre and either FXR-WT or p-defective Y67F-FXR mutant was expressed by co-injection of AAV-TBG viruses for each (Fig. 2a). Infection with AAV-TBG-Cre blocked expression FXR in liver but not in the ileum (Fig. 2b) as expected since Cre expression is driven by a hepatocyte-specific thyroxine-binding globulin (TBG) promoter. Protein levels of the expressed FXR or Y67F-FXR were similar to normal endogenous levels detected in FXR floxed mice (Fig. 2c). To activate FXR signaling, the mice were briefly fed with CA chow before killing. Hepatic p-Y67-FXR levels were restored to the levels similar to those in the FXR-floxed mice by expression of FXR-WT, but not in mice expressing Y67F-FXR mutant (Fig. 2c).

**Fig. 2:**
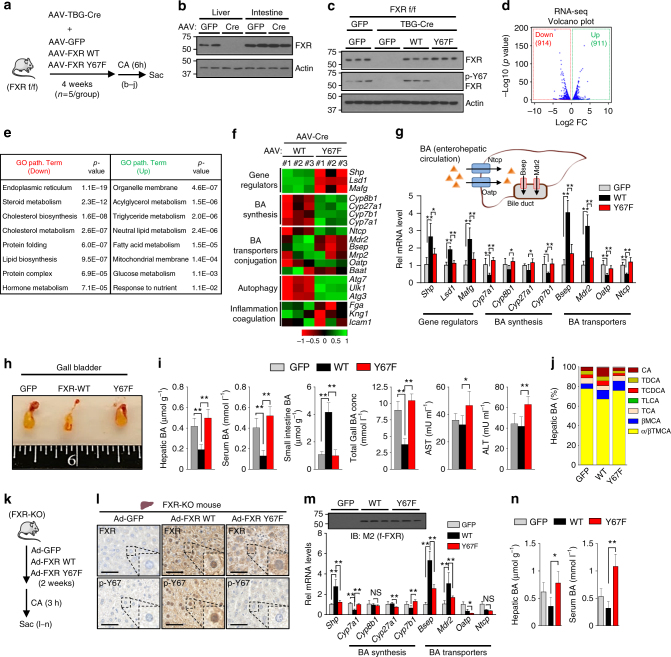
Y67F-FXR expression leads to defective BA regulation. **a**–**j** FXR-floxed mice were co-infected with AAV-TBG-Cre and either AAV-TBG-GFP or AAV-TBG expressing FXR-WT or Y67F-FXR for 4 weeks (5 mice/group). **a** Experimental outline. **b** FXR levels in the liver and small intestine. **c** FXR and p-Y67 FXR levels in the liver. **d**–**f** RNA-seq analysis: **d** Volcano plots, **e** GO analysis of genes up- or down-regulated. **f** Heat maps of changes in gene expression in mice expressing Y67F-FXR compared to mice expressing WT-FXR. **g** The mRNA levels of the indicated genes were measured by qRT-PCR. Diagram of liver BA transporters (top). **h** Images of gallbladders. **i** BA levels and serum aspartate transaminase (AST) and alanine transaminase (ALT) levels. **j** BA composition in the liver extracts. **k**–**n** FXR-WT, Y67F-FXR, or GFP (control) were adenovirally expressed in FXR-KO mice. **k** Experimental outline. **l** FXR and p-Y67 FXR in liver sections were detected by IHC analysis. Scale bar, 50 µm. **m** The mRNAs of the indicated genes were measured by qRT-PCR. Protein levels of FXR are shown at the top. **n** BA levels in liver and serum. **g, i, m, n** Statistical significance was measured using the one-way ANOVA with the Bonferroni post-test. *P < 0.05, **P < 0.01, and NS, statistically not significant. All values are presented as mean ± SD (*n* = 5 mice)

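Liver RNA was sequenced from FXR-floxed mice that had received 2 hepatocyte-directed AAV vectors at 8 weeks of age. One vector carried Cre recombinase, which removes the floxed mouse FXR gene, and the other carried flag-tagged human FXR, either FXR-WT or Y67F-FXR. The livers were taken 4 weeks later, after 6 h on chow with 0.5% cholic acid. The files hold 3 FXR-WT and 3 Y67F-FXR livers, each with its own library. The authors aligned the paired-end reads with STAR and counted them on 23284 genes of the UCSC mm9 annotation with featureCounts 1.4.6-p4. Each read of a pair was counted singly and without regard to strand, and reads that mapped to several places or lay on several genes were not counted. The deposited counts were not normalized. They summed to 20398507, 20198215 and 22053320 reads in FXR-WT replicates 1 to 3 and to 20170597, 19551113 and 21596341 reads in Y67F-FXR replicates 1 to 3. Alb took the largest share in each library, between 6.90% and 7.36%.
From these counts, 12453 genes passed edgeR's filterByExpr. They were scaled by TMM factors and compared by edgeR's quasi-likelihood test, without pairing of the mice. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. The standard errors given with log2 fold changes come from the test's F statistic. An exact permutation test of 3 livers against 3 cannot give a two-sided p below 0.10. The common biological coefficient of variation was 0.194. The paper describes a library for each biological sample, so each liver was kept as a replicate. The 3 pairs of FXR-WT livers and the 3 pairs of Y67F-FXR livers all differed by more than counting noise, with a median chi-square per gene from 2.15 to 7.14. Separate libraries of the same liver could also differ by more than counting noise, so these values alone do not show separate animals.
Nr1h4, the mouse FXR gene (chromosome 10 of mm9, 88916979 to 88996367), had 186 ± 30.2 CPM (SD, n = 3) in FXR-WT and 175 ± 9.84 CPM (SD, n = 3) in Y67F-FXR livers. Its log2 fold change was -0.09 (standard error 0.146, adjusted p = 0.861 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts do not separate transcripts of the mouse gene from those of the human transgene that align to it. The log2 fold change was -0.01 for both Src and Klb, and its sign changed with the processing. That of Fgfr4 was -0.44, with an adjusted p of 0.278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
Libraries within a group also differed by gene length. In the shortest 20% of the tested genes, with a median length of 1152 bp, the median deviation from the gene's mean over the 6 livers was 0.20 on the log2 scale in FXR-WT replicate 1 and 0.22 in Y67F-FXR replicate 2. It was -0.18 in FXR-WT replicate 3 and -0.20 in Y67F-FXR replicate 1.

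**Figure D1:**
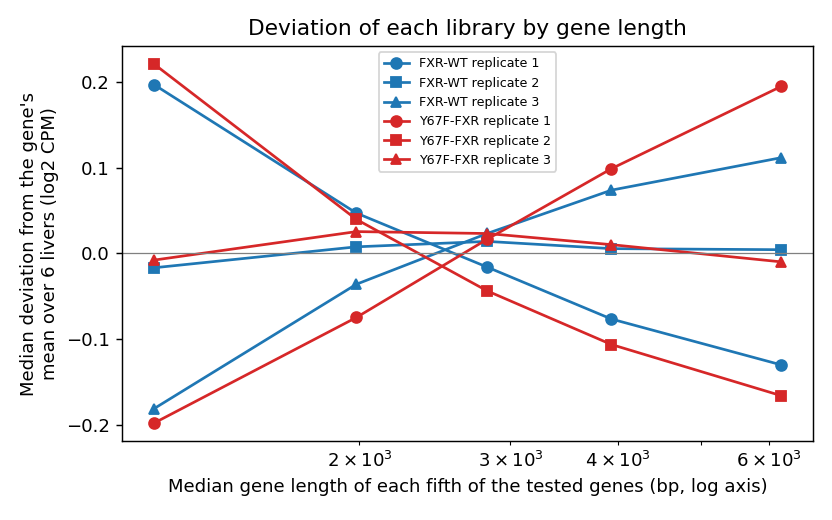
Median deviation of each library from the gene's mean over the 6 livers (log2 CPM) against the median gene length (bp, log axis) of each 20% of the 12453 tested genes. Each line is a library. FXR-WT replicate 1 and Y67F-FXR replicate 2 slope down, and FXR-WT replicate 3 and Y67F-FXR replicate 1 slope up.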

To explore global effects of mutation of Y67 in FXR in liver, mRNA levels in mice expressing FXR-WT and Y67F-FXR were compared by RNA-seq analysis. 

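Of the 12453 genes tested, 53 had lower and 68 had higher expression in Y67F-FXR than in FXR-WT livers at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change over 1.5. In each of these 121 genes, the 3 Y67F-FXR values lay on one side of the 3 FXR-WT values. This held for 20.6% of all tested genes, against 10% by chance for 3 livers against 3. Without adjustment for multiple tests, p was under 0.05 for 1670 genes, against 623 expected by chance, and 401 genes were lower and 382 higher with the same fold minimum. With glmTreat, which tests against a fold of 1.5, 7 genes were lower and 1 higher. Without FXR-WT replicate 3, 7 genes were lower and 2 higher, and 9 of the 121 genes were still called. With library totals in place of TMM factors, 68 genes were lower and 52 higher, so that 43.3% of the calls were higher in place of 56.2%.
Among genes with a mean of at least 1 CPM, Hsd3b5 (chromosome 3 of mm9, 98422559 to 98449457) fell most, from 109 ± 25.9 CPM (SD, n = 3) in FXR-WT to 4.92 ± 2.07 CPM (SD, n = 3) in Y67F-FXR livers. Its log2 fold change was -4.47 (standard error 0.336, adjusted p = 0.00314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other large decreases were those of Sdf2l1 (-2.89), Selenbp2 (-2.88) and Cyp2c70 (-2.75). The largest increase was that of Ppp1r3g (chromosome 13 of mm9, 36059775 to 36062257), from 0.236 ± 0.0595 CPM (SD, n = 3) to 4.79 ± 3.16 CPM (SD, n = 3). Its log2 fold change was 4.32 (standard error 0.598, adjusted p = 0.0244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p from that test rose to 0.105 without FXR-WT replicate 3. G6pc (3.42), Gm15441 (3.05), Plin4 (2.70) and Got1 (2.34) came next. Gm15441 shares exon bases with Txnip, and Plin4 with Hdgfrp2, so their counts are uncertain.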

Expression of 914 and 911 genes were significantly decreased and increased, respectively, over 1.5-fold, in mice expressing the Y67F-FXR compared to FXR-WT (Fig. 2d). In gene ontology (GO) analysis, genes downregulated with high significance were those involved in cholesterol, BA, lipid metabolic processes, as well as, endoplasmic reticulum functions (Fig. 2e). 

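The annotation behind the gene ontology terms was not used here. Lists of genes for 3 of these processes were tested as sets with camera, which asks whether the members of a list move together relative to all other tested genes. Of 25 tested genes of cholesterol biosynthesis, 21 had lower fitted expression in Y67F-FXR livers, with a median log2 fold change of -0.92 (camera, Benjamini-Hochberg adjusted p = 7.7e-18 over 6 lists). Fdft1 (-0.98), which shares exon bases with Ctsb, and Mvk (-1.002) had adjusted p of 0.0547 and 0.0825 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
Of 34 tested genes for endoplasmic reticulum chaperones and the unfolded protein response, 33 were fitted lower, with a median log2 fold change of -0.61 (camera, Benjamini-Hochberg adjusted p = 1.8e-32), and 11 were called. Hspa5, which encodes the chaperone BiP, decreased from 1419.9 ± 370.5 CPM (SD, n = 3) to 443 ± 44.7 CPM (SD, n = 3), with a log2 fold change of -1.68. The log2 fold change of Hyou1 was -1.80. Both lost their calls without FXR-WT replicate 3, with adjusted p of 0.0716 and 0.0614 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
The 19 tested genes of the lipogenesis list did not move past the threshold as a set. Of these, 10 were fitted lower and 9 higher, with a median log2 fold change of -0.04 (camera, Benjamini-Hochberg adjusted p = 0.0681). This p was 0.000870 without Y67F-FXR replicate 3. Mlxipl (-0.52) and Acacb (0.54) had opposite signs and were not called.
Camera was run with a preset correlation between genes. With the rotation test fry, which takes the correlation from the data, the adjusted p was 0.0225 for cholesterol biosynthesis, 0.0146 for the endoplasmic reticulum list and 0.310 for the lipogenic list. Unlike camera, fry asks whether the members of a list change at all, not whether they move relative to other genes. With a correlation estimated within camera, the adjusted p of the same lists was 0.107, 0.0606 and 0.473. In Fisher's exact test of the called genes against all tested genes (one-sided, Benjamini-Hochberg adjusted over 12 tests), the endoplasmic reticulum list was over-represented among the lower genes (p = 8.7e-18). The cholesterol biosynthesis list was not (p = 0.174), but by the same Fisher's exact test it was when genes were called at an unadjusted p under 0.05 (p = 9.4e-16).

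**Figure D2:**
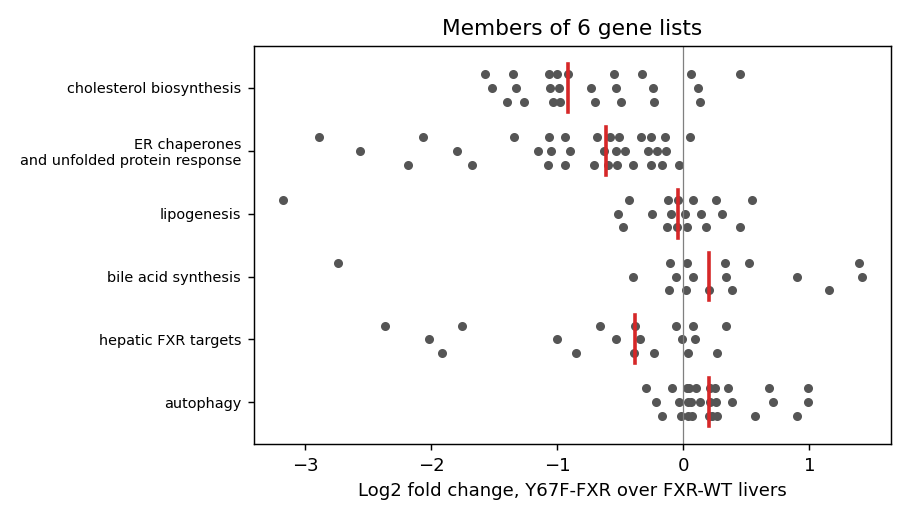
Log2 fold change between Y67F-FXR and FXR-WT livers of each tested member (points) of 6 gene lists, with the median of each list (red line). Vertical spacing within a list only separates the points. Of the endoplasmic reticulum list, 33 members lie below 0, and the lipogenic members lie on both sides of 0.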

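The 19 genes of the heat map (Fig. 2f) were each tested, with Oatp taken as Slco1a1, the gene that both published qRT-PCR primers match. After edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 of the 19 had an adjusted p under 0.05 over all genes, and 15 when adjusted over the list alone. The study may have chosen the list on these samples, so the second count is not independent evidence. The groups did not overlap in 15 of the 19 genes, against 10% by chance. Without FXR-WT replicate 3 or without Y67F-FXR replicate 3, only 1 of the 19 passed over all genes. The paper's text names 11 of these genes. All 11 had fitted changes in the direction it gives, and 5 of them passed over all genes.
Among repressors of BA synthesis, Lsd1 (Kdm1a, chromosome 4 of mm9, 136106448 to 136158638) decreased from 43.8 ± 1.68 CPM (SD, n = 3) in FXR-WT to 12.9 ± 0.709 CPM (SD, n = 3) in Y67F-FXR livers. Its log2 fold change was -1.76 (standard error 0.115, adjusted p = 0.00148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it kept its call with each liver left out. Shp (Nr0b2, chromosome 4 of mm9, 133109305 to 133112451) decreased from 68.4 ± 11.9 CPM (SD, n = 3) to 13.3 ± 10.9 CPM (SD, n = 3). Its log2 fold change was -2.37 (standard error 0.498), and its adjusted p was 0.0862 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Y67F-FXR replicate 2 decided this value, since without it the adjusted p from that test was 0.00265 and the log2 fold change -3.30. Mafg had a log2 fold change of -1.003 (adjusted p = 0.0607 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.0195 without the same liver. Of the BA exporters, Bsep (Abcb11) had a log2 fold change of -0.85 (adjusted p = 0.0612 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0460 without FXR-WT replicate 1) and Mdr2 (Abcb4) of -0.39 (adjusted p = 0.320 from the same edgeR test with Benjamini-Hochberg adjustment).
Cyp7a1 (chromosome 4 of mm9, 6192759 to 6202778) increased from 104 ± 12.9 CPM (SD, n = 3) to 278 ± 65.3 CPM (SD, n = 3), with a log2 fold change of 1.41 (standard error 0.187, adjusted p = 0.0210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp8b1 (chromosome 9 of mm9, 121823474 to 121825423) had a log2 fold change of 1.39 (adjusted p = 0.0333 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without FXR-WT replicate 3, the adjusted p from that test was 0.102 for Cyp7a1 and 0.123 for Cyp8b1. The log2 fold changes of Cyp27a1 (0.90) and Cyp7b1 (0.52) had adjusted p of 0.0721 and 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the importers, Ntcp (Slc10a1) had a log2 fold change of 0.77 and Slco1a1 of 0.86, with adjusted p of 0.0969 and 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slco1a4 (0.38) and Slco1b2 (0.05), which encode other Oatp transporters, had overlapping groups.
Atg7 (0.99), Ulk1 (0.90) and Atg3 (0.68) had adjusted p of 0.0164, 0.0232 and 0.0378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without Y67F-FXR replicate 3 these were 0.0789, 0.0910 and 0.193 from that test. Atg3 lost its call with each liver left out, and its lowest adjusted p in those fits was 0.0845 from that test. The 29 tested autophagy genes had a median log2 fold change of 0.20, with 23 fitted higher (camera, Benjamini-Hochberg adjusted p = 1.8e-05, and 0.0146 with fry). With the 3 genes of the heat map left out of this list, the camera value was 0.0113. The log2 fold changes of Mrp2 (Abcc2, -0.08), Baat (-0.06), Fga (-0.39), Kng1 (-0.23) and Icam1 (-0.09) were not past the threshold over all genes.

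**Figure D3:**
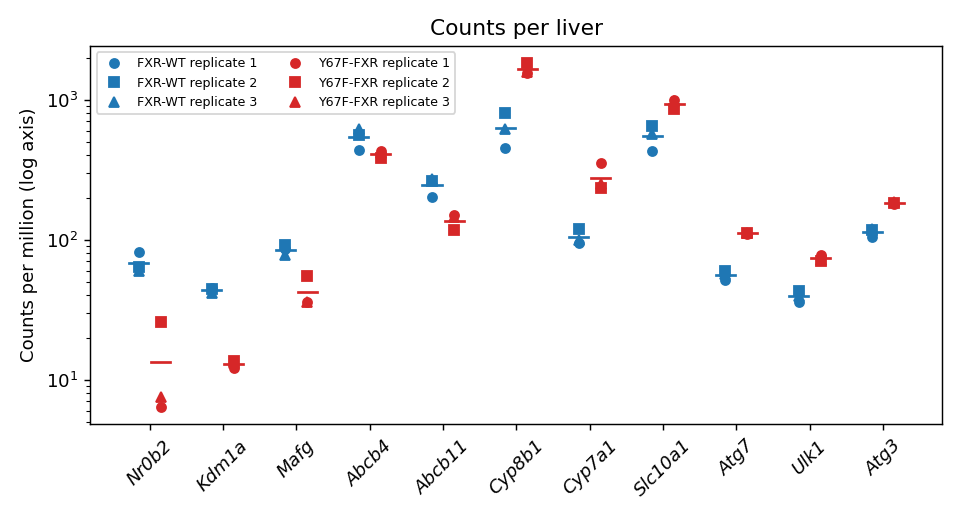
CPM of 11 genes in each liver (log axis). Points are livers, with 3 per group, and horizontal lines are group means. The 3 Y67F-FXR values lie on one side of the 3 FXR-WT values in each of the genes shown, and the Y67F-FXR livers are most spread in Nr0b2.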

Notably, expression of hepatic genes encoding gene repressors of BA synthesis, *Shp*, *Lsd1*, and *Mafg*, and BA exporter genes, *Bsep* and *Mdr2*, were downregulated, while BA synthetic genes, including *Cyp7a1*, and BA importer genes, *Ntcp* and *Oatp*, and direct FXR target genes involved in autophagy, *Ulk1*, *Atg3*, and *Atg7*^12^, were upregulated (Fig. 2f ).

Confirming the RNA-seq data, expression FXR-WT resulted in upregulation of direct FXR target genes that reduce liver BA levels, including *Shp*, *Lsd1*, *Mafg*, and *Bsep*, and downregulation of BA synthetic genes including *Cyp7a1*, and *Ntcp* and *Oatp*, but these effects were blunted by the Y67F mutation (Fig. 2g). As expected from these results, in mice expressing FXR-WT, gall bladder size was decreased (Fig. 2h), and BA levels in liver, serum, gall bladder were decreased, and hepatic BA compositions were altered (Fig. 2i, j), particularly, with decreased levels of FXR antagonists, α/βTMCA ^32^ (Fig. 2j, Supplementary Fig. 2), and all these FXR-mediated effects were attenuated in mice expressing Y67F-FXR. Further, serum levels of alanine transaminase (ALT) and aspartate transaminase (AST), indicative of liver toxicity, were significantly increased in mice expressing Y67F-FXR (Fig. 2i). Similar effects on gene expression, BA levels, and liver toxicity were observed by adenoviral-mediated expression of FXR-WT or Y67F-FXR mutant in whole body FXR-KO mice (Fig. 2k–n).

The results from RNA-seq and metabolic studies utilizing AAV-mediated liver-specific expression of FXR-WT and the Y67F-FXR mutant support an in vivo role for Y67-FXR phosphorylation in regulating BA levels under normal conditions.

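For the RNA-seq part of this evidence, known hepatic targets of FXR and genes of BA synthesis were also tested as lists. The 19 tested FXR targets had a median log2 fold change of -0.39 in Y67F-FXR livers, with 14 fitted lower and 3 called (camera, Benjamini-Hochberg adjusted p = 5.3e-11 over 6 lists, 0.00349 with fry and 0.0333 with an estimated correlation). Besides Lsd1, the called targets were Osgin1 (-1.92) and Scarb1 (-0.66). Neither kept its call without FXR-WT replicate 3 (adjusted p = 0.0997 and 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scarb1 lost its call with each liver left out, with adjusted p from 0.0755 to 0.221 from that test. The highest for Osgin1 was 0.120. With each liver left out, the log2 fold changes stayed between -2.11 and -1.70 for Osgin1 and between -0.70 and -0.62 for Scarb1. Of the 19 targets, 8 are in the heat map. Over the remaining targets, the median log2 fold change was -0.01 and the camera adjusted p 0.00829.
The 17 tested BA synthesis genes had a median log2 fold change of 0.20, with 12 fitted higher (camera, Benjamini-Hochberg adjusted p = 0.00841, 0.0220 with fry and 0.107 with an estimated correlation). Of these, 5 are in the heat map, and over the remaining genes the median was 0.06 and the camera adjusted p 0.686. Cyp2c70 was called in the direction opposite to Cyp7a1 and Cyp8b1, with a decrease from 144 ± 24.2 CPM (SD, n = 3) to 21.4 ± 5.68 CPM (SD, n = 3).
From these RNA-seq differences, together with its metabolic measurements, the paper proposes a role of FXR phosphorylation at Y67 in the regulation of BA levels in vivo under normal conditions.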

### Mice expressing Y67F-FXR have impaired responses to cholestatic insult

To determine if phosphorylation of FXR at Y67 is also important for adaptive responses to biliary insults, mice expressing either FXR-WT or Y67F-FXR were challenged with α-naphthyl isothiocyanate (ANIT) (Fig. 3a, b), which induces intrahepatic cholestasis by injuring biliary epithelial cells^28,33,34^. In gene expression studies of mice treated with ANIT, *Cyp7a1, Cyp8b1, Cyp7b1*, *Ntcp*, and *Oatp* were downregulated, and *Shp, Bsep* and *Mdr2* were upregulated in by expression of FXR-WT (Fig. 3c), which would be expected to reduce liver BA levels. These effects were nearly completely reversed by the Y67F mutation of FXR for all the genes tested except for *Oatp* and *Ntcp*, suggesting that Y67 phosphorylation of FXR affects its function in a gene-specific manner (Fig. 3c).

**Fig. 3:**
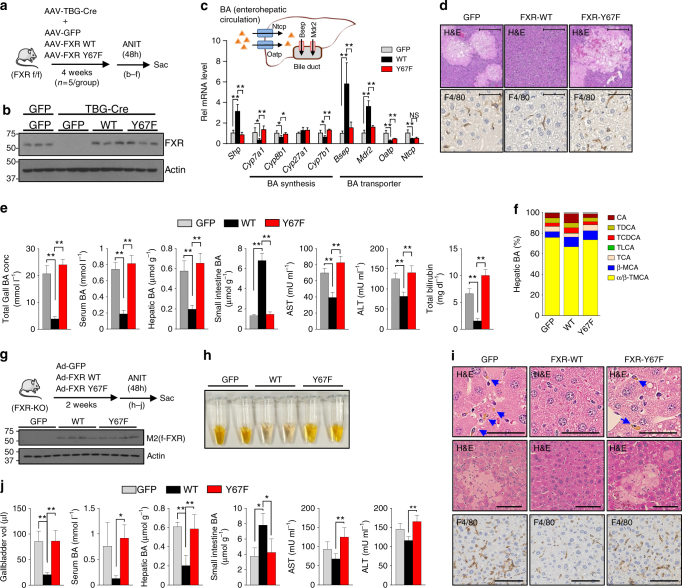
Y67F-FXR expression impairs response to induced cholestasis. **a**–**f** FXR-WT or Y67F-FXR was expressed in the livers of FXR floxed mice as in Fig. 2a and mice were treated with ANIT for 48 h (5 mice/group). **a** Experimental outline. **b** Levels of FXR in liver extracts detected by IB. **c** The mRNA levels of indicated genes in the liver. Diagram of liver BA transporters (top). **d** Liver sections were stained with H&E (top) and F4/80 antibody (bottom). Scale bar, 300 µm (H&E) and 50 µm (F4/80). **e** BA levels in the gallbladder, serum, liver, and intestine and serum AST, ALT and total bilirubin levels. **f** BA composition in the liver. **g**–**j** FXR-WT, Y67F-FXR, or GFP were adenovirally expressed in FXR-KO mice and the mice were treated with ANIT for 48 h (6 mice/group). **g** Experimental outline (top) and protein levels of FXR in liver extracts (*n* = 4). **h** Serum color from 2 mice in each group. **i** Liver sections were stained with H&E and F4/80 antibody. At the top, abnormally accumulated bile acids are indicated by the blue arrows. Scale bar, 50 µm (top), 100 µm (middle and F4/80). **j** The volume of the gallbladder, BA levels in serum, liver, and small intestine and serum AST and ALT levels. **c, e, j** All values are presented as mean ± SD (*n* = 5 or 6 mice). Statistical significance was measured using one-way ANOVA with the Bonferroni post-test. *P < 0.05, **P < 0.01, and NS statistically not significant

Consistent with gene expression data, pathological changes in the liver induced by ANIT treatment, including necrosis, loosened hepatocyte structure, and hepatic inflammation based on macrophage infiltration were substantially improved in mice expressing FXR-WT, but not in mice expressing Y67F-FXR (Fig. 3d). In metabolic studies, expression of FXR-WT also resulted in decreased liver, serum, and gall bladder BA levels, decreased gall bladder size (Fig. 3e, Supplementary Fig. 3a, 3b), decreased levels of serum ALT/AST and bilirubin (Fig. 3e) and conjugated BAs, particularly FXR antagonists, α/βTMCA (Fig. 3f, Supplementary Fig. 3c), but all these FXR-mediated adaptive responses were attenuated by the Y67F mutation of FXR.

Similar results were observed with ANIT experiments utilizing adenoviral-mediated liver-specific expression of FXR-WT or Y67F-FXR in whole body FXR-KO mice (Fig. 3g–j, Supplementary Fig. 3d, 3e) and in C57BL/6 mice (Supplementary Fig. 3f–j), although ANIT-induced cholestatic liver pathology was more severe in FXR-KO mice compared to those in C57BL/6 mice. These results, taken together, demonstrate that FGF19-induced FXR phosphorylation at Y67 is important for adaptive responses to biliary insults that result in reduced liver BA levels and protection from cholestasis.

### Phosphorylation of Y67-FXR is mediated by c-Src kinase

The sequence around Y67 was identified in silico as a possible motif for several Tyr kinases, including Src, ALK, and JAK2 (Supplementary Fig. 4a). In hepatocytes, FGF19 treatment increased p-Y67-FXR levels, and siRNA-mediated downregulation of Src, but not that of ALK, JAK2, or the insulin receptor, decreased the p-Y67-FXR levels (Fig. 4a), suggesting that Src kinase is likely involved in FGF19-induced phosphorylation of FXR. Supporting this idea, levels of p-Y416-Src, indicative of Src activation^35,36^, were transiently elevated after FGF19 treatment (Fig. 4b), which is similar to the kinetics of Tyr-FXR phosphorylation (Fig. 1b). Further, the interaction of FXR with Src in liver extracts was dramatically induced by feeding mice CA chow (Fig. 4c), and direct interaction of FXR with the SH2 region of Src (Fig. 4d, Supplementary Fig. 4b), but not with FGFR4 (Supplementary Fig. 4c), was observed in GST-pull down analysis. Downregulation of Src with siRNA (Fig. 4e), or treatment with a Src inhibitor, dasatinib (Supplementary Fig. 4d), decreased p-Y67-FXR levels in FGF19-treated hepatocytes, and downregulation of Src in mice resulted in a marked decrease in hepatic p-Y67-FXR levels (Fig. 4f ). FXR-WT, but not Y67F-FXR, was phosphorylated by addition of Src in in vitro kinase assays (Fig. 4g). These results strongly suggest that Src mediates FXR phosphorylation at Y67 in response to FGF19.

**Fig. 4:**
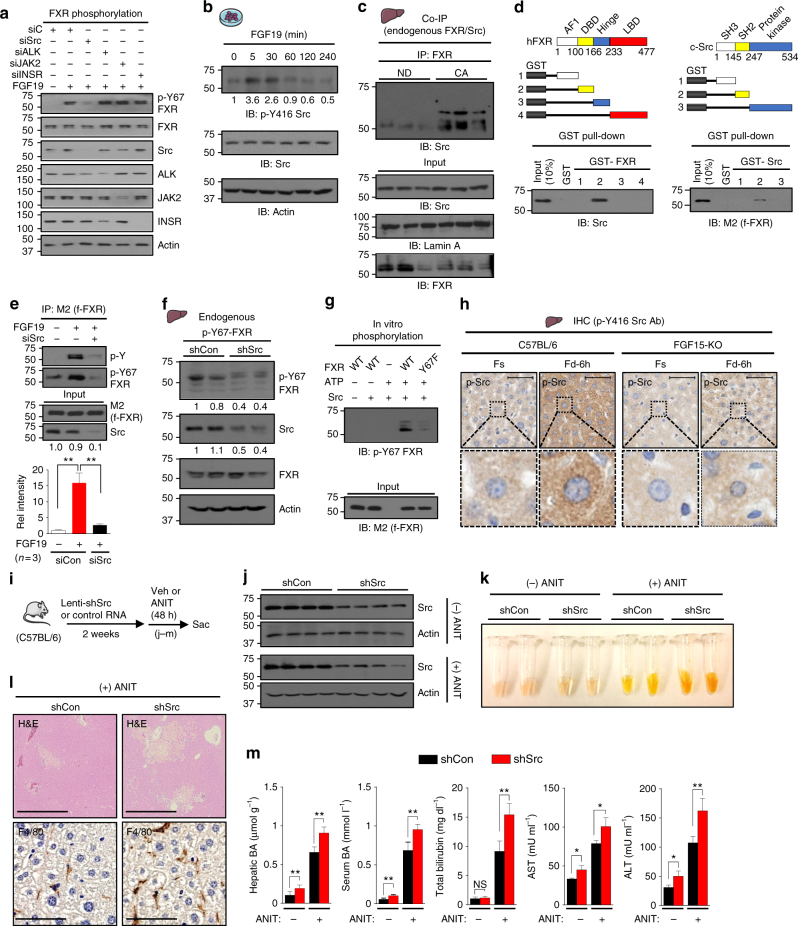
FGF19-activated Src kinase mediates Y67-FXR phosphorylation. **a** PMH from FXR-KO were transfected with siRNA for Src, ALK, JAK2, and INSR and infected with Ad-flag-FXR, and then the cells were treated with 50 ng ml^−1^ FGF19 for 10 min. Levels of indicated proteins were detected by IB. **b** PMH were treated with vehicle or FGF19 for the indicated times, and activated p-Y416-Src levels were determined by IB. **c** Mice were fed a ND or 0.5% CA chow for 3 h, and the interaction of FXR with Src was detected by CoIP (*n* = 3). **d** Fragments of FXR (left) and c-Src (right) that were fused to GST (top). Binding of Src or flag-FXR to GST-FXR or GST-Src fusion proteins, respectively, was detected by IB. **e** Flag‐FXR‐WT and siRNA for Src were expressed in hepatocytes which were treated with FGF19 for 10 min. p-Y-FXR and p-Y67-FXR levels were detected by IP/IB. Relative p-Y-FXR levels are shown on the bottom (*n* = 3). **f** C57BL/6 mice were infected with lenti-shRNA for Src or control RNA for 1 month, and mice were briefly fed a 0.5% CA chow, and then, p-Y67-FXR levels in liver extracts were detected by IB (*n* = 2 mice). **g** Flag-FXR-WT or Y67F-FXR was expressed in HepG2 cells, purified FXR proteins were incubated with ATP and recombinant Src (ab60884, Abcam) as indicated, and p-Y67-FXR levels were detected by IB. **h** Liver sections from C57BL/6 mice or FGF15-KO mice that had been fasted (Fs) or refed (Fd) were performed by IHC using the p-Y416-Src antibody. Scale bar, 50 µm. **i–m** C57BL/6 mice were infected with lentivirus expressing shRNA for Src for 2 weeks and treated for 48 h with ANIT or vehicle. **i** Experimental outline. **j** Protein levels of Src detected by IB. **k** Serum samples. **l** Liver sections stained with H&E or F4/80 antibody. Scale bar, 300 µm (H&E) and 100 µm (F4/80). **m** Levels of the hepatic and serum BAs and total bilirubin, AST, and ALT in serum. All values are presented as mean ± SD. Statistical significance was measured using the **e** one- or **m** two-way ANOVA with the Bonferroni post-test. *P < 0.05, **P < 0.01, and NS, statistically not significant

Importantly, while total Src levels were not increased after feeding (Supplementary Fig. 4e), levels of active p-Y416-Src, mainly cytoplasmic, were increased after feeding in C57BL/6 mice, but not in FGF15-KO mice (Fig. 4h). These results indicate that endogenous Src kinase in liver hepatocytes is physiologically activated by postprandial FGF15 signaling in mice.

### Responses to cholestatic insult are impaired by downregulation of Src

Since Y67-FXR phosphorylation, which is mediated by Src, has a critical role in adaptive responses to hepatobiliary insults (Fig. 3), we next asked whether Src has a similar beneficial role and whether Src downregulation (Fig. 4i, j) led to exacerbated cholestatic liver pathology in ANIT-treated mice. ANIT treatment resulted in darker yellow serum color (Fig. 4k), increased pathological liver histology and macrophage infiltration (Fig. 4l) and increased liver BA levels and serum BA, bilirubin, and ALT/AST levels (Fig. 4m) and each of these ANIT-induced hepatobiliary toxic effects was exacerbated by downregulation of Src (Fig. 4k–m). Further, expression of *Shp* was decreased and that of BA synthetic genes, including *Cyp7a1*, was increased by Src downregulation (Supplementary Fig. 4f ). These results reveal a novel function of Src in regulating BA levels and protecting against BA-related hepatotoxicity.

### Nuclear localization of the p-defective Y67F-FXR mutant is impaired

Feeding markedly increased nuclear levels of FXR in C57BL/6 mice, but in FGF15-KO mice FXR remained mostly cytoplasmic after feeding (Fig. 1g), suggesting FGF19-mediated phosphorylation is required for nuclear localization of FXR. Thus, we examined the effect of FGF19 and the Y67F mutation FXR on its nuclear localization in hepatocytes incubated in serum-free media overnight and then treated with FGF19. In these cells, FXR was localized predominantly in the cytoplasmic fraction, and FGF19 treatment resulted in localization of FXR-WT largely in the nuclear fraction, while Y67F-FXR was mostly detected in the cytoplasm with or without FGF19 treatment (Fig. 5a). Similar effects of the Y67 mutation on nuclear localization were also observed in FGF19-treated mice (Fig. 5b) and in mice briefly fed CA chow (Supplementary Fig. 5a). Remarkably, FXR was highly concentrated in the nucleus in mice expressing FXR-WT, whereas FXR was detected mostly in the cytoplasm in mice expressing the Y67F mutant (Fig. 5c, Supplementary Fig. 5b). These results demonstrate that nuclear FXR levels are substantially decreased by the Y67F-FXR mutation, indicating that nuclear localization of FXR after FGF19 treatment or feeding is dependent on FGF19-induced phosphorylation of FXR at Y67.

**Fig. 5:**
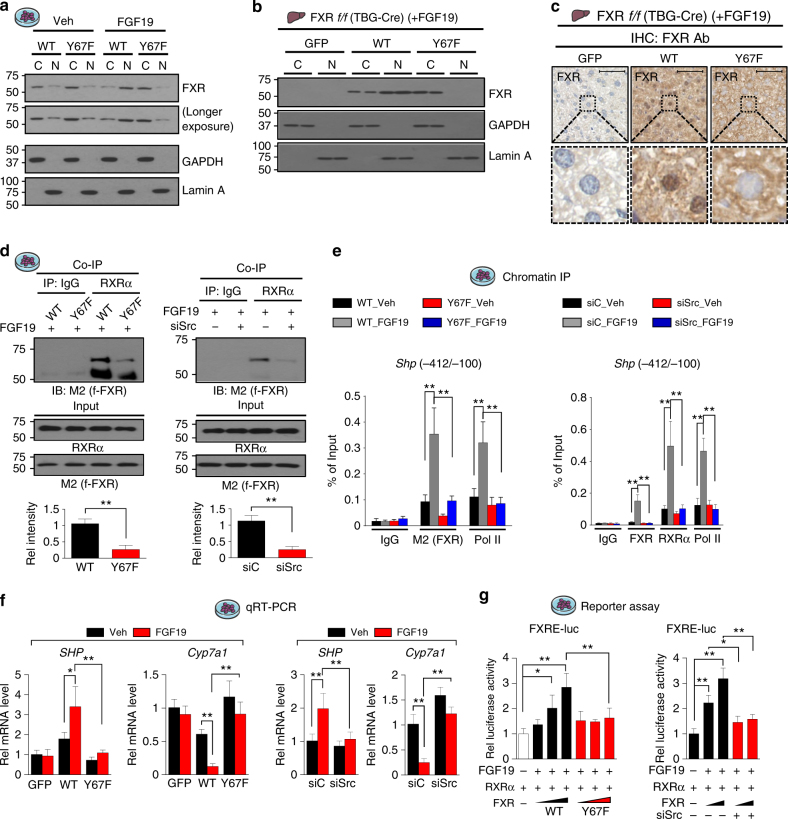
Phosphorylation of FXR at Y67 is important for its function. **a** PMH expressing FXR-WT or Y67F-FXR were treated with vehicle or FGF19 for 10 min and nuclear (N) and cytoplasmic (C) extracts were isolated. Levels of FXR in N or C fractions was measured by IB. **b**, **c** FXR-WT or Y67F-FXR was expressed in FXR-floxed mice infected with AAV-TBG-Cre as in Fig. 2a, and the mice were treated with FGF19 for 30 min. **b** Levels of FXR in nuclear and cytoplasmic liver extracts were determined by IB (*n* = 2). **c** FXR levels in liver sections were detected by IHC. Scale bar, 50 µm. **d** PMH from FXR-KO mice were infected with Ad-flag FXR WT or Y67F-FXR (left) or transfected with siRNA for Src (right) and then, treated with FGF19 for 30 min. FXR in anti-RXRα immunoprecipitates was detected by IB. Band intensities are shown on the bottom with the WT and siC values set to 1 (*n* = 3). **e**, **f** Flag-FXR-WT or Y67F-FXR was adenovirally expressed in PMH from FXR-KO mice (left), or endogenous Src was downregulated by siRNA in PMH from C57BL/6 mice (right). Then, cells were treated with vehicle or FGF19 for 30 min. **e** Occupancy of flag-FXR and RNA pol II was detected by ChIP, and **f** mRNA levels of *Shp and Cyp7a1* were measured by qRT-PCR (*n* = 3–5). **g** PMH were transfected with plasmids or siRNA as indicated and treated with vehicle or FGF19 for 3 h and the luciferase activities were measured and normalized to β-galactosidase activities (*n* = 4). All values are presented as mean ± SD. Statistical significance was measured using the **d** Mann–Whitney test, **g** one- or **e**, **f** two-way ANOVA with the Bonferroni post-test. *P < 0.05, **P < 0.01

### Mutation of Y67 in FXR or downregulation of Src leads to decreased interaction with RXRα and DNA binding

We next examined effects of mutation of Y67 of FXR on its interaction with its DNA-binding partner, RXRα, and DNA binding. The interaction of exogenously expressed FXR with RXRα in extracts from FGF19-treated FXR-KO hepatocytes was reduced by the Y67F mutation (Fig. 5d, left). Consistent with the role of Src in Y67-FXR phosphorylation, downregulation of Src (Supplementary Fig. 6a) also decreased the FXR-RXRα interaction (Fig. 5d, right). In ChIP assays, occupancy of both FXR and RNA pol II at the promoter of the FXR target, *Shp*, was impaired by the Y67F-FXR mutation (Fig. 5e, left) or by downregulation of Src (Fig. 5e, right).

Consistent with these results, FGF19 treatment led to increased mRNA levels of *Shp* and decreased levels of *Cyp7a1* in cells expressing FXR-WT, but these effects were blunted with Y67F-FXR (Fig. 5f, left) or after downregulation of Src (Fig. 5f, right). Further, expression of FXR-WT increased transactivation of FXRE-Luc in a dose-dependent manner in FGF19-treated cells, but these effects were not observed with Y67F-FXR (Fig. 5g, left) or after downregulation of Src (Fig. 5g, right). Notably, expression of p-mimic Y67E-FXR in hepatocytes from FXR-KO mice led to increased basal expression of *Shp* with decreased expression of *Cyp7a1* (Supplementary Fig. 6b), and increased FXR transactivation of FXRE-Luc reporter (Supplementary Fig. 6c) without FGF19 treatment. These results, together, indicate that the FGF19-induced Src phosphorylation of FXR at Y67 is important for increased transcriptional activity of FXR, as well as its nuclear localization.

### FGF19-induced phosphorylation of FXR by Src is dependent on Shp2

The non-receptor tyrosine phosphatase, Shp2, acts as a key component of FGF19 signaling and coordinates hepatic regulation of BA-induced FXR and FGF19-FGFR4 signaling to suppress BA synthesis^37^. Since we observed that FXR is phosphorylated at Y67 by activated Src in response to postprandial FGF15/19 signaling (Fig. 4), we next examined whether activation of Src is dependent on Shp2.

In hepatocytes, treatment with FGF19 resulted in increased levels of p-Y416-Src, an activated Src marker^35,36^, but not that of p-Y527-Src, a repressed Src marker^35,36^, and the increases in the level of activated p-Y416-Src after FGF19 treatment were blocked by downregulation of Shp2, but not by downregulation of the insulin receptor (Fig. 6a). Further, downregulation of Src did not affect the activated p-Y-Shp2 level, an indicator of Shp2 activation^37^ (Fig. 6b). These results suggest that Y416-Src phosphorylation is downstream of Shp2 and independent of insulin signaling. In CoIP studies, FGF19 treatment increased Shp2 interaction with FRS2 as reported^37^ and downregulation of Src did not alter this interaction (Fig. 6c). Notably, downregulation of Shp2 or FGFR4, as well as Src, decreased the FGF19-induced p-Y-FXR and p-Y67-FXR levels (Fig. 6d). These results, together, indicate that FGF19-activation of Shp2 is upstream of Src and that Shp2 is required for the Src-mediated FXR phosphorylation.

**Fig. 6:**
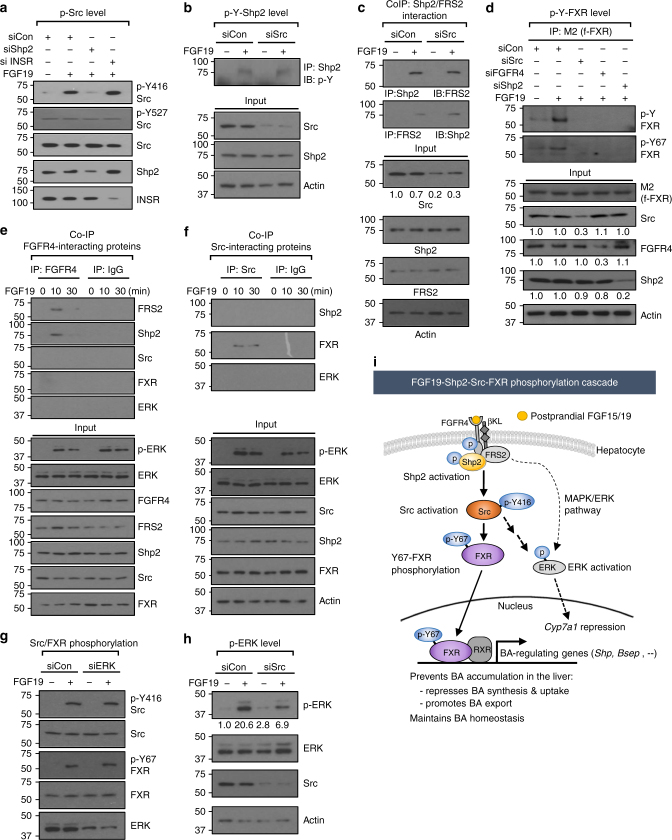
FGFR4-Shp2 are required for Y67-FXR phosphorylation by Src. **a** PMH were transfected with siRNA as indicated, and 48 h later, cells were treated with FGF19 for 10 min, and p-Y416-Src, p-Y527-Src, Src, Shp2 and insulin receptor (INSR) levels were detected by IB. **b** PMH were transfected with siRNA for Src as indicated and treated with FGF19 for 10 min, and p-Y-Shp2 levels were detected by IP/IB. Protein levels in input samples were detected by IB. **c** PMH were transfected with siRNA for Src as indicated and treated with FGF19 for 10 min, and FRS2 or Shp2 in anti-Shp2 or anti-FRS2 immunoprecipitates, respectively, were detected by IB. Protein levels in input samples were detected by IB. **d** PMH were transfected with siRNA as indicated and infected with Ad-flag-FXR, and then, 48 h later, the cells were treated with FGF19 for 10 min. p-Y-FXR and p-Y67-FXR levels were detected by IP/IB. Protein levels in input samples were detected by IB, and relative intensities of the bands, determined using Image J, are plotted below the blots. **e** CoIP: PMH were treated with FGF19 for the indicated times, and FRS2, Shp2, Src, FXR, and ERK in anti-FGFR4 immunoprecipitates were detected by IB. **f** CoIP: hepatocytes were treated with FGF19 for 10 or 30 min, and Shp2, FXR, and ERK were detected by IB in anti-Src immunoprecipitates. Protein levels in input samples are shown below. **g** PMH were transfected with siRNA for ERK and treated with FGF19 for 10 min, and levels of indicated proteins were detected by IB. **h** PMH were transfected with siRNA for Src and treated with FGF19 for 10 min, and levels of Src, p-ERK, and ERK were detected by IB. **i** Model: an FGF19-FGFR4-Shp2 signaling cascade leads to activation of Src and Src-mediated phosphorylation of FXR at Y67, which is important for nuclear localization of FXR and transcriptional regulation of BA levels by FXR. FGF19-activated Src also activates ERK independently of the MAPK/ERK signaling pathway, which leads to transcriptional repression of *Cyp7a1*^38,39^

Since phosphorylation of FXR and Src are downstream of Shp2, we next asked whether FXR and Src, like Shp2 and FRS2^37^, are present in a complex with FGFR4. In hepatocyte extracts, FGF19 stimulation transiently induced the interaction of FGFR4 with FRS2 or Shp2, but not with Src, FXR, or ERK (Fig. 6e). Further, FGF19 treatment induced the interaction of Src with FXR, but not with Shp2 or ERK (Fig. 6f ). These results suggest that Src and FXR are not likely part of the FGFR4/FRS2/Shp2 complex at the plasma membrane.

### FGF19-activated Src contributes to activation of ERK independently of the MAPK signaling pathway

Previous studies have shown that pharmacological inhibition or siRNA-mediated downregulation of ERK diminished FGF15/19-mediated repression of *Cyp7a1* in human hepatocytes and mouse livers^38,39^. Since ERK was shown to act downstream of FGF19 signaling-activated Shp2^37^, we further tested whether the ERK is in the pathway leading to Src activation for FXR phosphorylation. In hepatocytes, downregulation of ERK did not block the increased levels of activated p-Y416-Src and p-Y67-FXR after FGF19 treatment (Fig. 6g), while downregulation of Src partially decreased p-ERK levels (Fig. 6h). Further, downregulation of ERK did not affect the FGF19-induced interaction of FXR with Src (Supplementary Fig. 7a). These results suggest that ERK is downstream of Src and can also be activated by Src upon FGF19 signaling.

Our findings, together, support a model (Fig. 6i) in which binding of postprandial FGF19 to the receptor complex, FGFR4 and βKL, in hepatocytes results in activation of FGF19-FGFR4-FRS2-Shp2 signaling pathway. This signaling leads to activation of Src. FGF19 signaling-activated Src physically interacts with and phosphorylates FXR at Y67, and this Y67-FXR phosphorylation is important for nuclear localization of FXR and its transcriptional regulation of BA levels to maintain BA homeostasis and to prevent BA accumulation in the liver. Further, FGF19-activated Src also activates ERK independently of the MAPK/ERK signaling pathway^5,40^, which results in transcriptional repression of BA synthesis^38,39^.

### Hepatic FGF19-Src-FXR signaling is likely defective in primary biliary cirrhosis (PBC) patients

Aberrantly elevated hepatic BA levels lead to cholestatic liver injury, which can further develop into fatal diseases, such as fibrosis, cirrhosis, and cancer^6,7^. Serum and liver FGF19 levels are highly elevated in PBC patients and correlate with the disease severity, suggesting that FGF19 signaling is impaired in these patients^41^. To determine whether the hepatic FGF19-Src-FXR signaling pathway is impaired in PBC patients, we examined hepatic expression of FXR, SRC, and the FGF19 receptor complex, FGFR4 and βKL in 15 normal subjects and PBC patients.

The mRNA levels of *FXR* and *SRC* were substantially decreased in PBC patients compared to normal subjects (Fig. 7a). Hepatic *FGFR4* mRNA levels were highly elevated, but intriguingly, mRNA levels of its obligate co-receptor *βKL*, were dramatically downregulated in these patients (Fig. 7a). This dramatic decrease in *βKL* mRNA suggests that FGF19 signaling is defective in PBC patients.

**Fig. 7:**
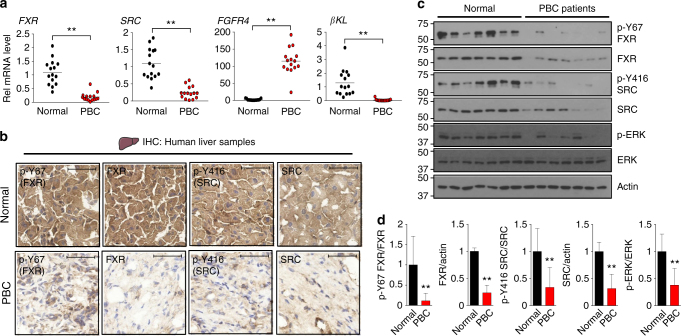
The FGF19-Src-FXR axis is likely defective in PBC patients. **a** Hepatic mRNA levels of the indicated genes in PBC patients were measured by qRT-PCR (*n* = 15). **b** Liver sections from normal and PBC patients were performed by IHC using the p-Y67-FXR, FXR, p-Y416-Src, and Src antibodies. Scale bar, 50 µm. **c** Hepatic levels of indicated proteins in randomly selected 7 normal subjects and PBC patients were measured by IB. **d** Expression levels of the indicated proteins are shown with the normal values set to 1. All values are presented as mean ± SD. **a**, **d** Statistical significance was measured using the Student *t*-test. **P < 0.01

Protein levels of p-Y416-Src, p-Y67-FXR, FXR, SRC, and a known indicator of FGF19 signaling, p-ERK^1,22,42^, were markedly reduced in the PBC patients (Fig. 7b, c). While both the total and phosphorylated forms of Src and FXR were decreased, the ratio of phosphorylated forms to total protein was decreased (Fig. 7d), suggestive of impaired FGF19 signaling in livers of PBC patients. These findings indicate that the hepatic FGF19-Src-FXR phosphorylation pathway is likely defective in PBC patients.

## Discussion

In this study, we demonstrate that FXR is a direct physiological target of postprandial FGF15/19-induced phosphorylation mediated by Src, and that this FXR phosphorylation is critical for its transcriptional functions that maintain BA homeostasis under normal conditions and mediate adaptive responses upon cholestatic insults. Further, a critical role for the FXR-FGF19 endocrine axis in regulating BA levels has been previously established^17–19^, and we now show that activation of the membrane FGF19 receptor is transmitted to the nucleus for transcriptional control of BA levels through a pathway involving an FGF19-Src-FXR phosphorylation cascade.

RNA-seq and metabolic studies (Fig. 2) strongly support an in vivo role for the FGF19-induced Y67-FXR phosphorylation in BA regulation. In mice expressing the Y67F-FXR mutant, direct FXR targets that reduce hepatic BA levels, including *Shp* and *Bsep*, were downregulated, while BA synthetic genes, including *Cyp7a1*, were upregulated. BA levels were elevated, and particularly, hepatic levels of FXR antagonistic BAs were significantly increased. Further, mice expressing the Y67F-FXR mutant had exacerbated cholestatic symptoms upon exposure to ANIT (Fig. 3). Notably, this hepatobiliary damage in mice expressing the Y67F-FXR mutant were similar to those in FGF15-KO, FGFR4-KO, and βKL-KO mice^20,23,24^, suggesting that Y67-FXR phosphorylation is a key component in the hepatic FGF19-FGFR4 pathway.

Mechanistic studies suggested that the Y67F phosphorylation is important for nuclear localization, DNA binding, and transcriptional activity of FXR (Fig. 5). In contrast, the phospho-mimic Y67E-FXR mutant exhibited increased transcriptional activity without FGF19 treatment (Supplementary Fig. 6b, 6c), which provide strong evidence that the effects of the Y67F-FXR mutant result specifically from blocking phosphorylation at Y67. In gene expression studies, we observed striking effects of Y67-FXR mutation on expression of *Bsep*. Intriguingly, a recent study has shown that mutations in the human FXR gene cause neonatal intrahepatic cholestasis, which is associated with undetectable *Bsep* expression as a consequence of loss of FXR function^43^.

The cytoplasmic tyrosine phosphatase Shp2 has been identified as an indispensable key regulator of *Cyp7a1* expression and hepatic BA synthesis^37^. Remarkably, liver-specific ablation of Shp2, which acts immediately downstream of the FGF19 receptor, inhibited FGF19 signaling and attenuated FXR induction of *Shp*, resulting in elevated BA levels and hepatobiliary damage in mice. However, Shp2 did not form a complex with FXR^37^, so the signaling pathway linking Shp2 to FXR was unidentified. The present study identifies non-receptor tyrosine kinase, Src, as a downstream target of Shp2, linking the FGF19-FGFR4-Shp2 signaling to the phosphorylation of FXR (Fig. 6i).

Src plays an important role in cell growth, differentiation, and the immune response^35^, but, a role for Src in metabolic regulation has not been reported. In our studies, downregulation of Src blocked FGF19-mediated phosphorylation of FXR, suggesting that BA regulation would be affected which was confirmed by the increased liver and serum BA levels and exacerbation of liver injury and hepatic inflammation in Src-downregulated mice. Although the other Src family kinases could be functionally redundant with Src, the nearly complete block of the FGF19-induced increase in FXR phosphorylation by downregulation of Src, together with our findings from biochemical analyses including direct FXR interaction with Src, suggests that this is not the case. Src may regulate BA levels through phosphorylation of other nuclear receptors in the liver, such as HNF-4, which occurs in colon cancer^44^, or LRH-1, but our results suggest that Src phosphorylation of FXR plays a key role in BA regulation.

It has been shown that FGF15/19 signaling activates ERK, which contributes to repression of *Cyp7a1*^1,5,20,22,38,42^. While FGF19 signaling leads to the activation of ERK via the MAPK signaling pathway^5,40^, our findings in signaling cross-talk studies in hepatocytes suggest that FGF19-activated Src also independently activates ERK (Fig. 6i). In addition, FGF19 signaling leads to activation of PKCζ and subsequently, phosphorylation of SHP, which is important for its nuclear localization and *Cyp7a1* repression^45^. We observed that FGF19 treatment increases activated p-PKCζ levels and downregulation of PKCζ resulted in decreased p-Y416-Src and p-Y67-FXR levels, while it did not affect the p-Y-Shp2 level (Supplementary Fig. 7b). These results suggest that FGF19-mediated activation of Shp2 is independent of PKCζ and that FGF19-Shp2 and FGF19-PKCζ signaling pathways likely converge on activation of Src. Further studies will be required to elucidate how FGF19-activated PKCζ positively influences the Src-mediated phosphorylation of FXR.

BA levels in enterohepatic tissues temporally fluctuate after feeding. BA concentrations in the intestine rapidly increase after a meal, and the majority of BAs are returned to the liver and then, stored in the gall bladder. In humans, BA concentrations in the enterohepatic portal vein increase between 15 and 60 min after a meal, which activates hepatic FXR in the early fed-state, while FXR-mediated induction of intestinal FGF19 results in FGF19 peak levels later, about 3 h, after a meal^21,31^, so that FGF19 acts on liver hepatocytes in the late fed-state. Thus, postprandial FGF19-induced FXR phosphorylation is likely important for sustaining transcriptional functions of FXR to regulate BA levels in the late fed-state as hepatic BA levels decrease. Interestingly, treatment with CDCA, which activates both FXR and the membrane BA receptor, also transiently increased Y67-FXR phosphorylation (Supplementary Fig. 8). The mechanism by which activation of membrane BA signaling increases the FXR phosphorylation and the relationship to FGF19-mediated phosphorylation will require further studies.

One of the intriguing findings in this study is that the hepatic FGF19-Src-FXR pathway is likely defective in PBC patients. Hepatic mRNA levels of *FXR* and *SRC* were substantially lower, and protein levels of p-Y67-FXR and activated p-Y416-SRC were dramatically decreased in these patients. FGF19 levels are highly elevated in PBC patients, suggesting defective FGF19 signaling in these patients^41^. Consistent with this observation, activated p-ERK levels, a known downstream kinase of FGF15/19 signaling^1,22,42^, were also significantly decreased about 60% in the PBC patients. Further, while hepatic expression of *FGFR4* was highly elevated, expression of the essential co-receptor *βKL*, was dramatically decreased, which strongly suggests that FGF19 signaling is defective in PBC patients. A recent study has shown that *βKL* is a direct target of FXR in hepatocytes and increases FGFR4 protein stability^16^.

The FXR-FGF19 gut–liver endocrine pathway has received great attention because treatment with FXR agonists, such as, a synthetic BA analog, obeticholic acid (OCA), and a gut-specific FXR agonist, fexaramine, and FGF19 analogs, has beneficial effects on amelioration of hepatobiliary damage, as well as on the metabolic syndrome^17,19,46^. In particular, OCA, which was recently FDA-approved for treatment of liver fibrosis and PBC, has high affinity for FXR and increases intestinal expression of FGF19^19^. It will be intriguing to see whether these OCA-mediated effects are dependent on FGF19-induced phosphorylation of FXR by Src, which as shown in the present study, is important for the transcriptional function of FXR in reducing liver BA levels and maintaining BA homeostasis. Disruption of BA homeostasis is strongly associated with the development of cholestatic liver disease, which can progress to cirrhosis, fibrosis, and cancer. The hepatic FGF19-Src-FXR signaling axis, thus, provides a potential drug target and its components may be novel biomarkers for PBC and other enterohepatic diseases related to BA dysregulation.

## Methods

### Animal experiments

Eight week-old male C57BL/6 or FXR-KO mice were fasted for 6 h before killing to avoid metabolic fluctuations. For AAV-mediated FXR expression experiments, eight week-old FXR floxed male mice were injected via the tail vein with 100 µl of a mixture of purified AAV serotype 8 (AAV8) containing a liver-specific TBG promoter driving Cre recombinase and either AAV8-TBG-GFP, AAV8-TBG-FXR WT, or AAV8-TBG-Y67F-FXR at 5 × 10^10^ virus particles per mouse, and four weeks later, mice were fed 0.5% CA chow for 6 h to activate FXR signaling or treated by gavage with ANIT for 48 h. Adenovirus expressing GFP, FXR WT, or Y67F mutant (2.5–5.0 × 10^8^ active viral particles in 100 µl saline) was injected via the tail vein, and two weeks later, serum and tissues were collected. Lentivirus expressing control shRNA or shRNA (VectorBuilder, Inc) for Src (0.5–1.0 × 10^9^ IU per ml in 100 µl saline) was injected via the tail vein and after 1 month, mice were treated by gavage with vehicle (olive oil) or 75 mg kg^−1^ ANIT for 48 h^28,33,34^. Investigators were not blinded to the group allocation during the experiment or when assessing the outcome. No formal randomization was used. All animal use and viral protocols were approved by the University of Illinois, Urbana-Champaign Institutional Animal Care and Biosafety Committees.

### Reagents

Antibodies for FXR (1:5000, sc-13063), Lamin A (1:5000, sc-20680), ALK (1:3000, sc-398791), JAK2 (1:3000, sc-390539), INSR (1:10,000, sc-57344), GAPDH (1:5000, sc-166574), RNA Pol II (sc-9001), FGFR4 (1:5000, sc-136988), Shp2 (1:3000, sc-280), FRS2 (1:3000, sc-17841) and RXRα (1:5000, sc-553) were purchased from Santa Cruz Biotechnology and for p-Tyr (1:5000, 8954), p-ERK (1:3000, 9101), ERK (1:3000, 4695), PKCζ (1:5000, 9368), β-actin (1:10,000, 4970), Src (1:3000, 2108), p-Y527 Src (1:3000, 2105) and p-Y416 Src (1:3000, 2101) from Cell Signaling. M2 antibody (1:3000, F3165) and M2 agarose (A2220) were purchased from Sigma, Inc. F4/80 (AP10243PU-M) was obtained from Acris Antibodies. Antibodies for phospho-Tyr-67-specific FXR were produced commercially (1:10,000, Abmart, Inc.) and validated in C57BL/6 and FXR-KO mice by IHC in this study (Fig. 1e). BAs, TCDCA, TDCA, TCA, and CA, were purchased from Sigma Inc, α/β-TMCA and TLCA from Santa Cruz Biotech, and βMCA from TRC, Inc. GW4064 was obtained from Tocris bioscience. Src inhibitor (dasatinib monohydrate) was obtained from Selleckchem. Expression plasmid for FGFR4 was purchased from VectorBuilder. ON-TARGET*plus* mouse siRNAs for Src (L-040877), ALK (J-040104), JAK2 (J-040118), INSR (J-043748), FGFR4 (L-045345), and Shp2 (L-041173) were purchased from GE Healthcare Dharmacon, Inc. siRNA for ERK1/2 (6560) was purchased from Cell Signaling. HepG2 cells were obtained from ATCC (HB-8065).

### Adenoviral and lentiviral vector constructions

The phosphorylation‐defective flag‐FXR mutant was constructed by site‐directed mutagenesis (Stratagene, Inc.) and confirmed by sequencing. Flag‐FXR in this manuscript refers to 3 × Flag‐human FXR^26,27^. Purified lentiviruses for sh-control and shRNA for Src were purchased from VectorBuilder.

### RNA-Seq

The mRNA fragment library was prepared using the RNeasy mini prep kit (Qiagen) according to the manufacturer’s instructions. cDNAs of the RNA in the library was sequenced using Illumina HiSeq2000 (Illumina, San Diego, CA) to produce paired-end 100-bp reads, summarized as “left” and “right” reads. One library of reads per biological sample was examined for sequencing errors prior to mapping to genome and transcriptome features. Quality of sequencing was examined using FastQC 15 with acceptable scores about 30, a Qphred quality value which is the negative logarithmic transformation of the estimated probability of error. Sequencing alignment was performed by STAR ver 2.5.0a. Gene ontology analysis was performed using DAVID (david.abcc.ncifcrf.gov).

### BA composition analysis

Liver samples were analyzed with the 5500 QTRAP LC/MS/MS system (Sciex, Framingham, MA) in the Metabolomics Center, University of Illinois at Urbana-Champaign. The LC separation was performed by HPLC (1200 series HPLC system, Agilent Technologies, Santa Clara, CA) using an Agilent Eclipse Plus XDB-C18 column (4.6 × 100 mm, 3.5 μm) with mobile phase A (10 mM ammonia formate) and mobile phase B (methanol). Mass spectra were acquired under negative electrospray ionization. Multiple reaction monitoring was used for quantitation.

### In‐cell and in vivo FXR phosphorylation assays

PMH were treated with FGF19 and tyrosine phosphatase inhibitors for 2 min. For in vivo studies, livers were collected from mice fasted overnight. Flag‐FXR or endogenous FXR was immunoprecipitated from freshly prepared cell or liver extracts. Phosphorylation of FXR at Y67 was detected using the p-Y67 FXR‐specific antibody by IB.

### Nuclear localization study

Liver tissue was minced and resuspended in hypotonic buffer (10 mM Hepes, 1.5 mM MgCl_2_, 10 mM KCl, 0.2% NP40, 1 mM EDTA, and 5% sucrose) and cells were lysed by homogenization^28,45^. Nuclei were pelleted by cushion buffer (10 mM Tris-HCl, pH 7.5, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, and 10% sucrose). The nuclear pellet and cytoplasmic supernatant were collected after centrifugation with 5000 rpm for 3 min. For the isolation of nuclear and cytoplasmic fractions of PMH, NE-PER Nuclear and Cytoplasmic Extraction Reagents purchased from Thermo-Fisher Scientific. For nuclear localization studies in cells, PMH isolated from FXR-KO mice were infected with Ad-FXR WT or Y67F-FXR and then, the cells were incubated with serum-free media overnight and treated with FGF19 for 30 min. Cytoplasmic GAPDH and nuclear lamin A were detected for assessing the quality of cellular fractionation.

### Liver histology and toxicity

For IHC studies, paraffin-embedded liver sections were incubated with the indicated antibody overnight at 4 °C and detected with the rabbit-specific HRP/DAB Detection IHC Kit (Abcam). The sections were stained with hematoxylin and eosin (H&E) and imaged with a NanoZoomer Scanner (Hamamatsu). Serum ALT/AST levels, BA levels and total bilirubin levels were measured using colorimetric analysis kits from Sigma, Trinity Biotech, and Biovision, respectively.

### Tandem mass spectrometry analysis

Flag-human FXR was adenovirally expressed in PMH isolated from FXR-KO mice and 48 h later, the cells were treated with 5 µM MG132 for 4 h to inhibit proteasomal degradation of FXR^26^ and then treated with 50 ng ml^−1^ FGF19 for 10 min. Flag-FXR was purified using M2 agarose (Sigma, Inc) and subjected to LC–MS/MS proteomic analysis^26–28^.

### PMH isolation and luciferase reporter

PMHs were isolated by collagenase (0.8 mg ml^−1^, Sigma, Inc) perfusion through the portal vein of mice anesthetized with isoflurane. Hepatocytes were filtered through a cell strainer (100 µm nylon, BD), washed with M199 medium, resuspended in M199 medium, centrifuged through 45% Percoll (Sigma, Inc.), and cultured in M199 medium containing 10% fetal bovine serum^15,16,28^. In luciferase reporter assays, PMH from FXR-KO mice, to avoid confounding effects due to endogenous FXR, were transfected with expression plasmids for FXR-WT or Y67F-FXR. PMH were transfected with 250 ng reporter plasmids, 300 ng of β-galactosidase plasmid, 50 ng of plasmids for RXRα, and 20–60 ng of expression plasmids for flag-FXR WT or Y67F or transfected with siRNAs, and 48 h later, the cells were treated with vehicle or 50 ng ml^−1^ FGF19 for 3 h. Luciferase activities were normalized to β-galactosidase activities.

### ChIP assays and cell signaling studies in PMH

For ChIP assay, PMH were infected with Ad-flag-FXR WT or Y67F-FXR or transfected with siRNAs for control or Src, and 48 h later, cells were treated with FGF19 for 30 min, and then, cells were washed twice with PBS, then incubated with 1% formaldehyde for 10 min at 37 °C. Glycine was added to 125 mM for 5 min at room temperature. Chromatin solutions in sonication buffer (50 mM Tris-HCl, pH 8.0, 2 mM EDTA, and 1% SDS) with protease inhibitors were sonicated four times with 10 s intervals using a QSonica XL-2000 instrument at power output setting 8. Then, chromatin sample was precleared and chromatin was immunoprecipitated using 1–1.5 µg of antibody or IgG as control. The immune complexes were collected by incubation with a Protein G–Sepharose slurry (Invitrogen) containing salmon-sperm DNA for 1 h, washing with 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.0, three times containing successively 150 mM NaCl, 500 mM NaCl, or 0.25 M LiCl, and then eluted and incubated overnight at 65 °C to reverse the crosslinking. DNA was isolated for qPCR.^12,15,26,27^. The qPCR primer sequences used are as follows: Mouse *Shp*, 5′-CAGTGAGAACCCTGGTCTT-3′ (forward) and 5′-CTGGCCAAACAACCTTGAC-3′ (reverse). For cell signaling studies, PMH were transfected with siRNAs for 48 h, treated with FGF19 for 10 min, and IB analyses were done.

### Quantification of mRNA

RNA was isolated from liver and quantified by qRT-PCR, normalized to 36B4 mRNA. The qRT-PCR primer sequences used are as follows: Mouse *36B4*, 5′-CGACATCACAGAGCAGGC-3′ (forward) and 5′-CACCGAGGCAACAGTTGG-3′ (reverse); Mouse *SHP*, 5′-TCTGCAGGTCGTCCGACTAT-3′ (forward) and 5′-CAGGCAGTGGCTGTGAGAT-3′ (reverse); Mouse *Lsd1*, 5′-AGCAGCCTGTTTCCCAGACA-3′ (forward) and 5′-TGCAATGTGCGATTCCTGAT-3′ (reverse); Mouse *Mafg*, 5′-GACCCCCAATAAAGGAAACAA-3′ (forward) and 5′-TCAACTCTCGCACCGAGAT-3′ (reverse); Mouse *Cyp7a1*, 5′-CATCTCAAGCAAACACCATTCC-3′ (forward) and 5′-TCACTTCTTCAGAGGCTGGTTTC-3′ (reverse); Mouse *Cyp8b1*, 5′-GAATCTAACCAGGCCATGCT-3′ (forward) and 5′-AGGAGCTGGCACCTAGACT-3′ (reverse); Mouse *Cyp27a1*, 5′-GACAACCTCCTTTGGGACTTAC-3′ (forward) and 5′-GTGGTCTCTTATTGGGTACTTGC-3′ (reverse); Mouse *Cyp7b1*, 5′-GACGATCCTGAAATAGGAGCACA-3′ (forward) and 5′-AATGGTGTTTGCTAGAGAGGCC-3′ (reverse); Mouse *Bsep*, 5′-CAATGTTCAGTTCCTCCGTTCA-3′ (forward) and 5′-TTTGGTGTTGTCCCCGTGCTTG-3′ (reverse); Mouse *Mdr2*, 5′-CACAGAACACAGCCAACCT-3′ (forward) and 5′-AACAACCGATAACAGCAGAAGT−3′ (reverse); Mouse *Oatp*, 5′-CCTGGAGCAGCAATATGGAAA-3′ (forward) and 5′-CCAAGGCATACTGGAGGCAA-3′ (reverse); Mouse *Ntcp*, 5′-TACCTCCTCCCTGATGCCTTTC-3′ (forward) and 5′-TGCGTCTGCAGCTTGGATTTA-3′ (reverse); Human *36B4*, 5′-TTGGCTACCCAACTGTTGCA-3′ (forward) and 5′-CACAAAGGCAGATGGATCAGC-3′ (reverse); Human *FXR*, 5′-GCAGCCTGAAGAGTGGTACTCTC-3′ (forward) and 5′-CATTCAGCCAACATTCCCATCTC-3′ (reverse); Human *SRC*, 5′-GGACAGTGGCGGATTCTACATC-3′ (forward) and 5′-AGCTGCTGCAGGCTGTTGA-3′ (reverse); Human *FGFR4*, 5′-AGTATCTGGAGTCCCGGAA-3′ (forward) and 5′-CCAGCCCAAAGTCAGCAAT-3′ (reverse); and Human *βKL*, 5′-ACATTTACATCACCGCCAG-3′ (forward) and 5′-AGATTTCTCTTCAGCCAGTT-3′ (reverse).

### CoIP and GST pull‐down assays

CoIP studies using whole cell extracts from liver or PMH were prepared in CoIP buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.3% NP40, 10% glycerol) and incubated with 2 μg of antibody or control IgG as indicated for 60 min, and 35 μl of 25% Protein G–Sepharose slurry was added. After 2 h, agarose beads were washed with the CoIP buffer and bound proteins were detected by IB^14,27,28^. For GST pull-down assay, DNA fragments encoding different regions of FXR and Src were inserted into the pGEX4T-1 vector. Bacterially expressed and affinity purified GST-fusion proteins were incubated with the reciprocal proteins that were synthesized by TNT (Promega, Inc), and bound proteins were detected by IB.

### PBC patient study

Liver specimens from 15 unidentifiable healthy individuals or from 15 PBC patients were obtained from the Liver Tissue Cell Distribution System that operates under a contract from the National Institutes of Health and ethical approval was not required.

### Statistical analysis

GraphPad Prism 6 was used for data analysis. Statistical significance was determined by Student’s two-tailed *t*-test, Mann–Whitney test or one- or two-way ANOVA with Bonferroni post-test for single or multiple comparisons as appropriate. Whenever relevant, the assumptions of normality were verified using the Shapiro–Wilk test, Kolmogorov–Smirnov test or the D’agostino–Pearson omnibus test. *P*-values < 0.05 were considered as statistically significant.

### Data availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The RNA-seq data are deposited in the Gene Expression Omnibus (GEO) database with the Accession Number GSE113707.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Postprandial FGF19-induced phosphorylation by Src is critical for FXR function in bile acid homeostasis
**Source:** Nat Commun. 2018 Jul 3;9:2590. doi: 10.1038/s41467-018-04697-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

**Byun et al. Postprandial FGF19 signaling-induced FXR phosphorylation by Src is critical for its bile acid homeostatic function**

# Supplementary Figure 1

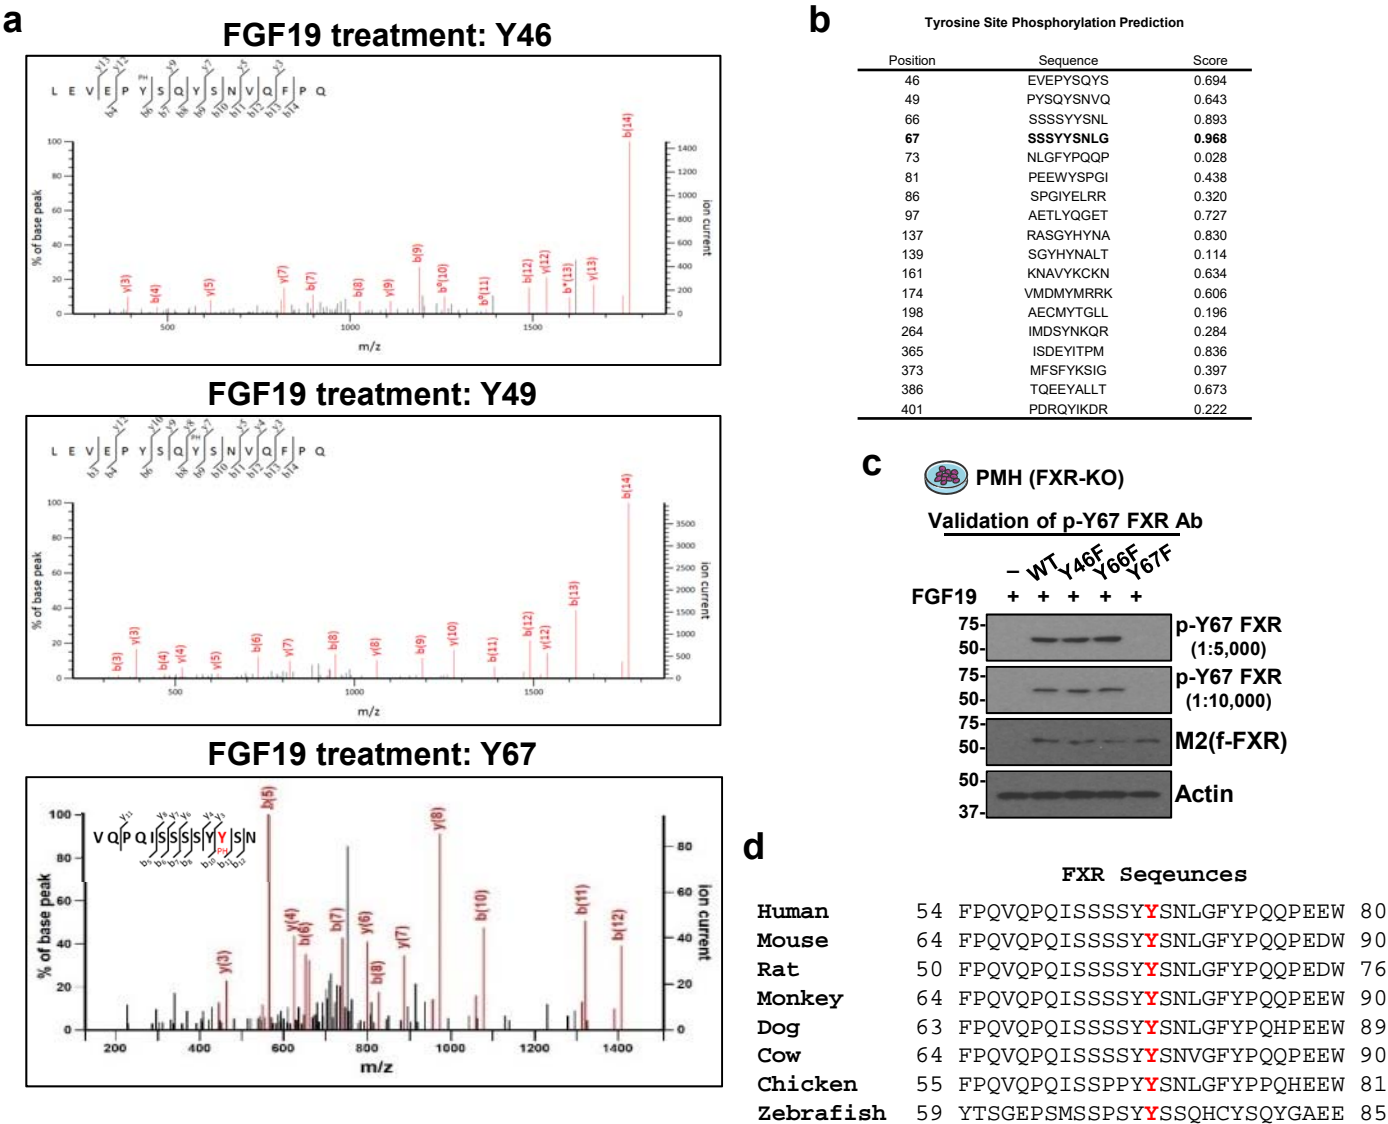

**Supplementary Figure 1. FXR is phosphorylated at Tyr-67 in response to FGF19 treatment.** (a) Flag-human FXR was adenovirally expressed in primary mouse hepatocytes (PMH) isolated from FXR-KO mice and 48 h later, the cells were treated with 5  $\mu$ M MG132 for 4 h to inhibit proteasomal degradation of FXR and then treated with 50 ng ml<sup>-1</sup> FGF19 for 10 min. Flag-FXR was purified using M2 agarose (Sigma, Inc) and subjected to proteomic analysis. FXR peptides modified by phosphorylation that were identified by LC-MS/MS analysis. Phosphorylated Y46 (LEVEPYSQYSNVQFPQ), Y49 (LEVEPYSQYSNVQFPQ) and Y67 (VQPQISSSSYYSN) were detected in samples from cells treated with FGF19. (b) Predicted tyrosine phosphorylation sites in FXR were identified using NetPhos 3.1. The most highly predicted site at Y67 is in bold. (c) Validation of the p-Y67 FXR specific antibody: Flag-FXR WT and phosphorylation defective mutants were expressed in FXR-KO mouse PMH. Cells were treated with 50 ng ml<sup>-1</sup> FGF19 for 10 min, and proteins were detected with the p-Y67-specific antibody by IB. (d) Comparison of amino acid sequences adjacent to Y67 in the indicated vertebrate species.

## Supplementary Figure 2

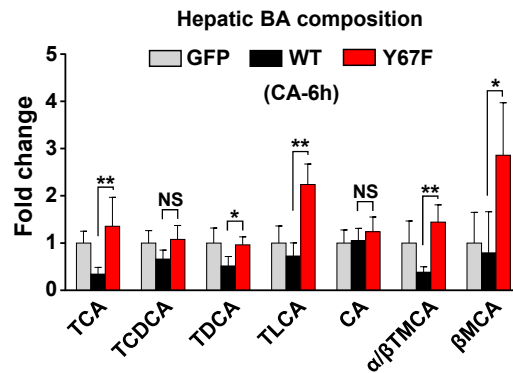

**Supplementary Figure 2. Effects of the phosphorylation-defective Y67F mutation of FXR on hepatic BA profiles.** GFP, FXR WT or Y67F-FXR was expressed in FXR floxed mice infected with AAV-TBG-Cre and the mice were feed CA-containing chow for 6 h. Levels of BAs in the liver were determined by metabolomic analysis. TCA, taurocholic acid; TCDCA, taurochenodeoxycholic acid; TDCA, taurodeoxycholic acid; TLCA, tauroolithocholic acid; CA, cholic acid; α/βTMCA, α/β-tauromuricholic acid; βMCA, β-muricholic acid. Values are presented as mean ± SD. Statistical significance was measured using one-way ANOVA with the Bonferroni post-test. \*P<0.05, \*\*P<0.01, and NS, statistically not significant (n= 5).

## Supplementary Figure 3

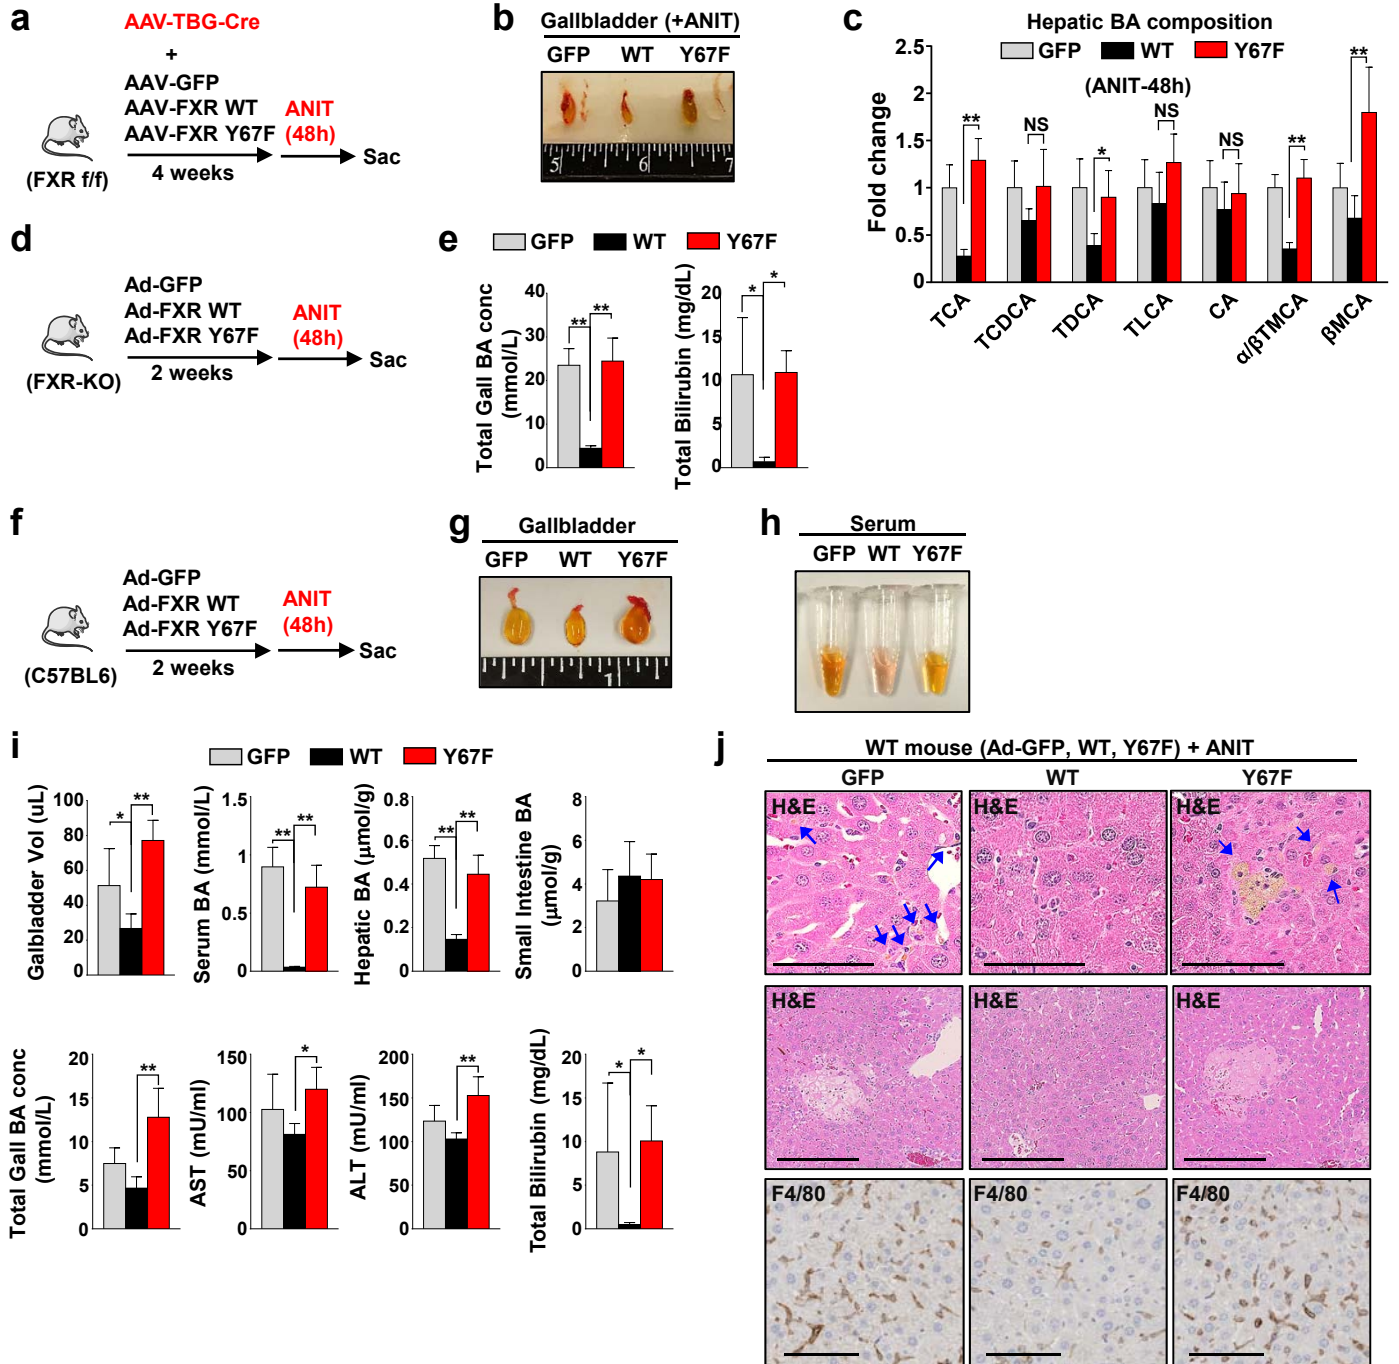

**Supplementary Figure 3. The phosphorylation-defective Y67F mutation of FXR exacerbates cholestatic symptoms upon biliary insult.** (a) Experimental outline. (b) Image of gallbladder from mice. (c) Total hepatic bile acid (BA) composition from FXR floxed mice infected with AAV-TBG-Cre and expressing GFP, FXR WT or Y67F-FXR after 48 h of ANIT treatment. TCA, taurocholic acid; TCDCA, taurochenodeoxycholic acid; TDCA, taurodeoxycholic acid; TLCA, tauroolithocholic acid; CA, cholic acid;  $\alpha/\beta$ TMCA,  $\alpha/\beta$ -taumuricholic acid;  $\beta$ MCA,  $\beta$ -muricholic acid. (d) Experimental outline. (e) Total gallbladder BA levels and total bilirubin levels were determined (n= 6 mice). (f) Experimental outline. (g, h) Images of gallbladders and serum from ANIT-treated C57BL/6 mice expressing GFP, FXR WT or Y67F-FXR. (i) The volume of gallbladders, serum, hepatic, and small intestine BA levels, total gallbladder BA levels and serum aspartate transaminase (AST), alanine transaminase (ALT) and total bilirubin levels (n= 6 mice). (j) Liver sections were stained with haematoxylin and eosin (H&E) to detect necrosis, and macrophages were detected (brown) with F4/80 antibody. Abnormally accumulated bile is indicated by the arrows. Scale bar, 80  $\mu$ m (top), 200  $\mu$ m (middle) and 100  $\mu$ m (F4/80). All values are presented as mean  $\pm$  SD. (c,e,i) Statistical significance was measured using one-way ANOVA with the Bonferroni post-test. \*P<0.05, \*\*P<0.01, and NS, statistically not significant.

Supplementary Figure 4

a

| Position in query protein | Sequence in query protein | Corresponding motif described in the literature (phosphorylated residues in red) | Features of motif described in the literature | Link to original article describing the motif |
|---------------------------|---------------------------|----------------------------------------------------------------------------------|-----------------------------------------------|-----------------------------------------------|
| 1                         | 44 - 46                   | EPY                                                                              | [E/D]XpY                                      | SHP1 phosphatase substrate motif              |
| 2                         | 46 - 47                   | YS                                                                               | pY[A/G/S/T/E/D]                               | Src kinase substrate motif                    |
| 3                         | 49 - 50                   | YS                                                                               | pY[A/G/S/T/E/D]                               | Src kinase substrate motif                    |
| 4                         | 49 - 52                   | YSNV                                                                             | pYXX[L/I/V]                                   | JAK2 kinase substrate motif                   |
| 5                         | 49 - 54                   | YSNVQF                                                                           | pYXXX[F/Y]                                    | ALK kinase substrate motif                    |
| 6                         | 65 - 70                   | SYYSNL                                                                           | [I/V/L/S]XpYXX[L/I]                           | Src family kinase substrate motif             |
| 7                         | 66 - 67                   | YY                                                                               | [E/D/Y]pY                                     | TC-PTP phosphatase substrate motif            |
| 8                         | 67 - 68                   | YS                                                                               | pY[A/G/S/T/E/D]                               | Src kinase substrate motif                    |
| 9                         | 67 - 70                   | YSNL                                                                             | pYXX[L/I/V]                                   | JAK2 kinase substrate motif                   |
| 10                        | 67 - 72                   | YSNLGF                                                                           | pYXXX[F/Y]                                    | ALK kinase substrate motif                    |
| 11                        | 78 - 81                   | EEWY                                                                             | [E/D]XXpY                                     | ALK kinase substrate motif                    |
| 12                        | 79 - 81                   | EWY                                                                              | [E/D]XpY                                      | SHP1 phosphatase substrate motif              |
| 13                        | 81 - 82                   | YS                                                                               | pY[A/G/S/T/E/D]                               | Src kinase substrate motif                    |
| 14                        | 81 - 86                   | YSPGIY                                                                           | pYXXX[F/Y]                                    | ALK kinase substrate motif                    |
| 15                        | 86 - 87                   | YE                                                                               | pY[A/G/S/T/E/D]                               | Src kinase substrate motif                    |

b

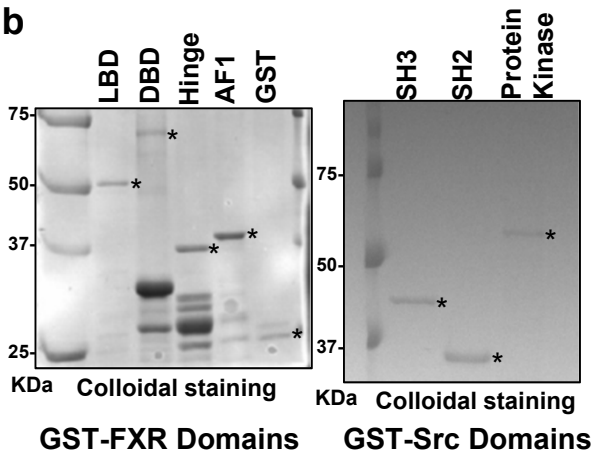

c

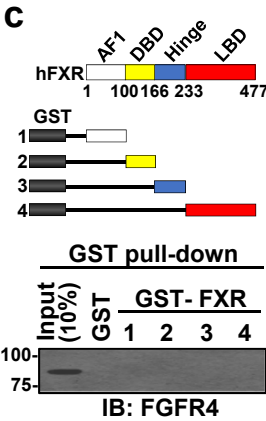

d

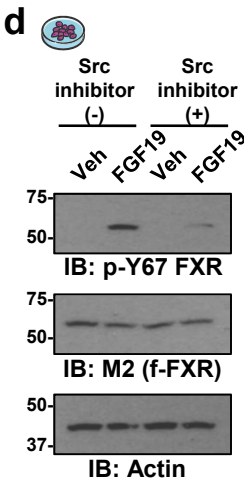

e

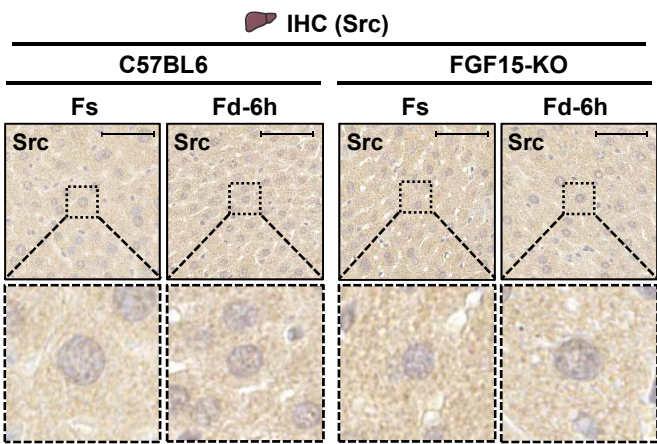

f

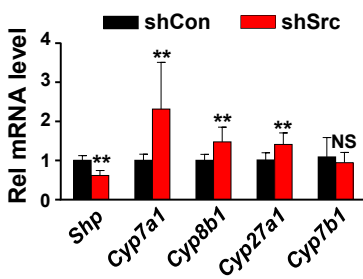

**Supplementary Figure 4. Role of c-Src kinase in FXR phosphorylation at Y67 in response to FGF19 treatment.** (a) Prediction of possible phosphorylation sites and relevant kinases using the PhosphoMotif Finder program of the Human Protein Reference Database program (<http://www.hprd.org>). (b) GST-FXR and GST-Src fusion proteins used in GST pull down interaction studies were visualized by Colloidal Blue staining. LBD, ligand-binding domain; DBD, DNA-binding domain. (c) Fragments of FXR were fused to GST (top). FGFR4 protein was synthesized in vitro using TNT system (Promega, Inc) and binding of FGFR4 to GST-FXR fusion proteins was detected by immunoblotting (IB). (d) PMH expressing flag-FXR were pre-treated with vehicle or 1 nM of dasatinib for 1 h and then treated with 50 ng ml<sup>-1</sup> FGF19 for 10 min. The p-Y67 FXR levels were determined by IB. (e) Liver sections from fasted or fed C57BL/6 or FGF15-KO mice were analyzed by immunohistochemistry (IHC) using the Src antibody. Representative images are shown. Scale bar, 50  $\mu$ m. (f) qRT-PCR: Lenti-shRNA for Src was expressed in mice by tail vein injection for 2 weeks and the mRNA levels of indicated genes in liver were measured by qRT-PCR (n= 5 mice). Statistical significance was measured using the (f) Mann-Whitney test. \*\*P<0.01, and NS, statistically not significant.

## Supplementary Figure 5

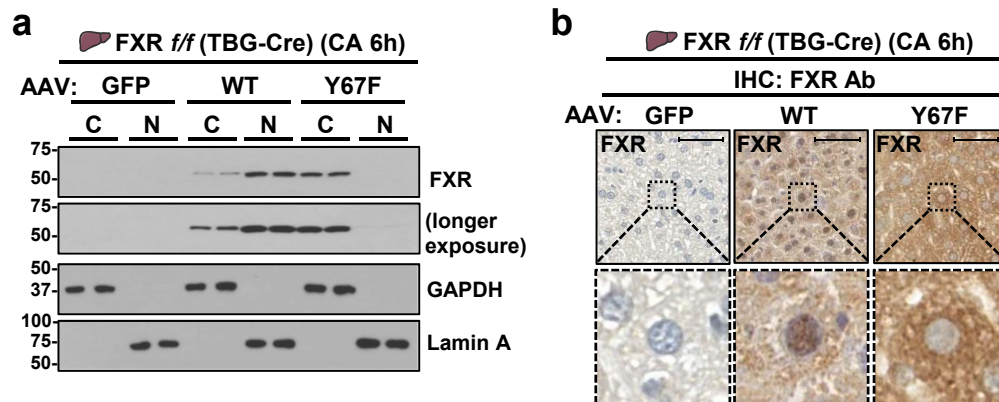

**Supplementary Figure 5. Phosphorylation of FXR at Y67 is important for CA-induced nuclear localization of FXR.** (a, b) FXR-WT or Y67F-FXR was expressed in FXR-floxed mice infected with AAV-TBG-Cre as described in Fig. 2a. (a) Nuclear (N) and cytoplasmic (C) extracts were isolated and levels of FXR in N or C fractions were measured by IB. (b) FXR in liver sections was detected by IHC. Scale bar, 50  $\mu$ m.

## Supplementary Figure 6

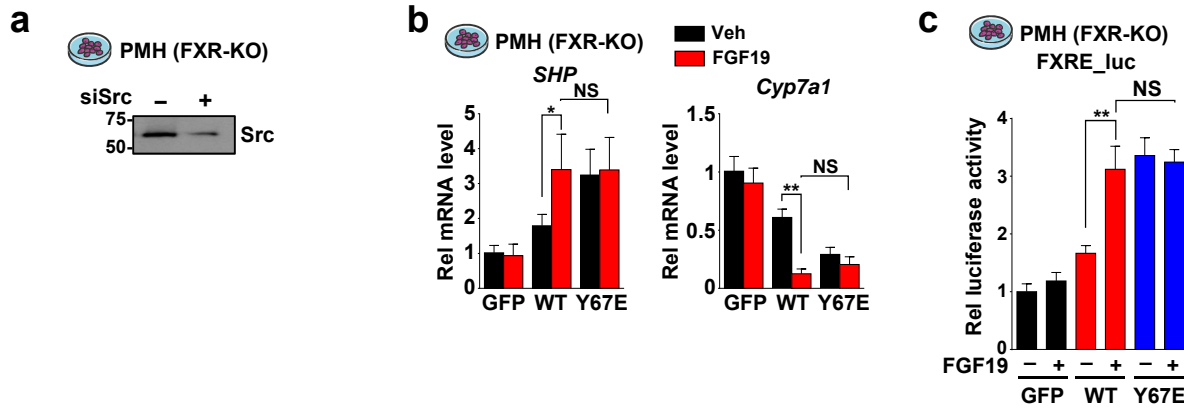

**Supplementary Figure 6. Effects of the phosphorylation-mimic Y67E mutation on FXR transactivation. (a)** PMH from FXR-KO mice were transfected with siRNA for Src as indicated and infected with Ad-flag-FXR, and then the cells were treated with 50 ng ml<sup>-1</sup> FGF19 for 30 min. Src levels in input samples were detected by IB. **(b)** qRT-PCR: GFP, flag-FXR or the Y67E mutant were expressed with plasmids as indicated in FXR-KO PMH and then, cells were treated with vehicle or 50 ng ml<sup>-1</sup> FGF19 for 30 min. The mRNA levels of indicated genes were measured by qRT-PCR (n= 5). **(c)** Luciferase reporter assay: PMH from FXR-KO mice were transfected with plasmids as indicated and then, cells were treated with vehicle or 50 ng ml<sup>-1</sup> FGF19. Luciferase activities were determined and normalized to  $\beta$ -galactosidase activity (n= 4). All values are presented as mean  $\pm$  SD. **(b, c)** Statistical significance was measured using two-way ANOVA with the Bonferroni post-test. \*P<0.05, \*\*P<0.01, and NS, statistically not significant.

# Supplementary Figure 7

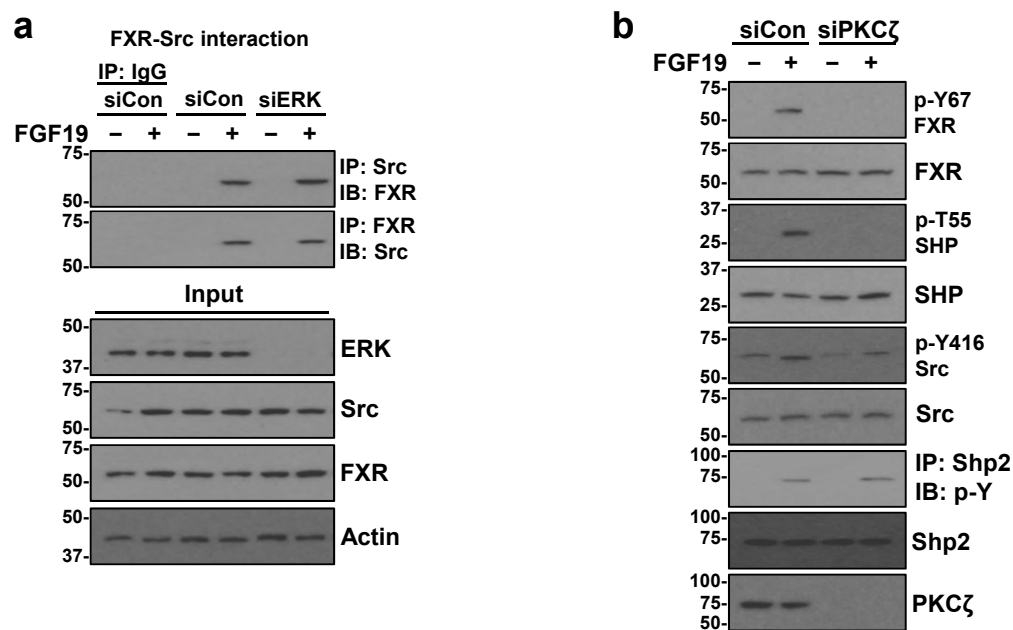

**Supplementary Figure 7. FGF19 signaling studies in primary mouse hepatocytes: (a) The interaction of FXR with Src is not affected by downregulation of ERK.** PMH from C57BL/6 mice were transfected with siRNA for ERK as indicated, and then the cells were treated with 50 ng ml<sup>-1</sup> FGF19 for 10 min. FXR and Src in anti-Src and anti-FXR immunoprecipitates, respectively, were detected by IB. **(b) Downregulation of PKCζ results in decreased p-Y67-FXR and p-Y416-Src levels.** PMH from C57BL/6 mice were transfected with siRNA for PKCζ as indicated and the cells were treated with 50 ng ml<sup>-1</sup> FGF19 for 10 min. Protein levels of PKCζ, p-Y67 FXR, FXR, p-SHP (T55), SHP, p-Src (Y416), Src, p-Y Shp2 and Shp2 were detected by IB.

## Supplementary Figure 8

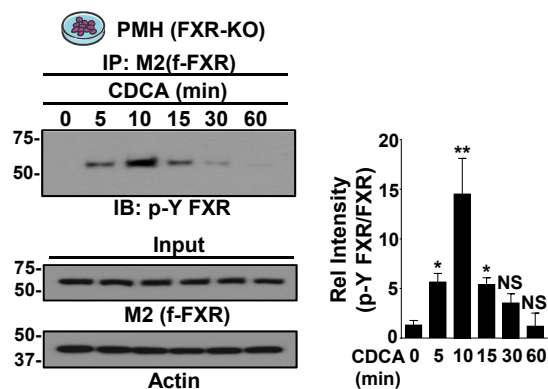

**Supplementary Figure 8. Treatment with a primary BA, chenodeoxy cholic acid (CDCA), results in transient Tyr-phosphorylation of FXR in hepatocytes.** Ad-flag-FXR was expressed in PMH from FXR-KO mice. Cells were treated with vehicle or 50  $\mu$ M CDCA for the indicated times, and FXR phosphorylation levels were determined by IP/IB. Relative levels of FXR phosphorylation are shown on the right (mean  $\pm$  SD, n= 3). Statistical significance was measured using one-way ANOVA with the Bonferroni post-test. \*P<0.05, \*\*P<0.01, and NS, statistically not significant.

Supplementary Figure 9

Fig 1. a

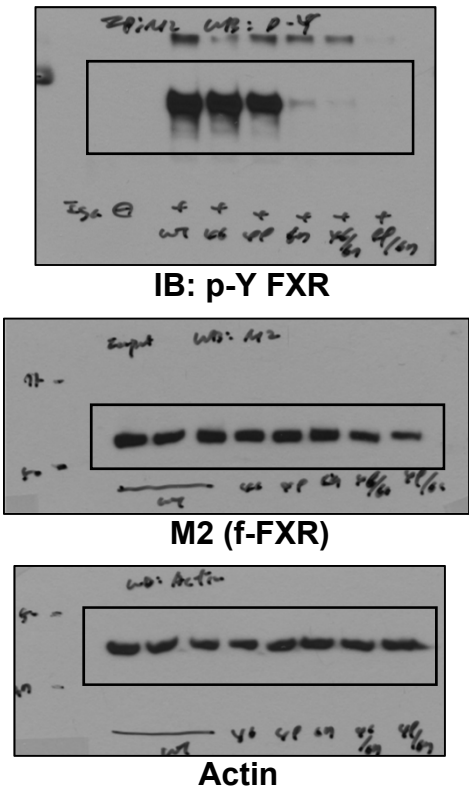

Fig 1. b

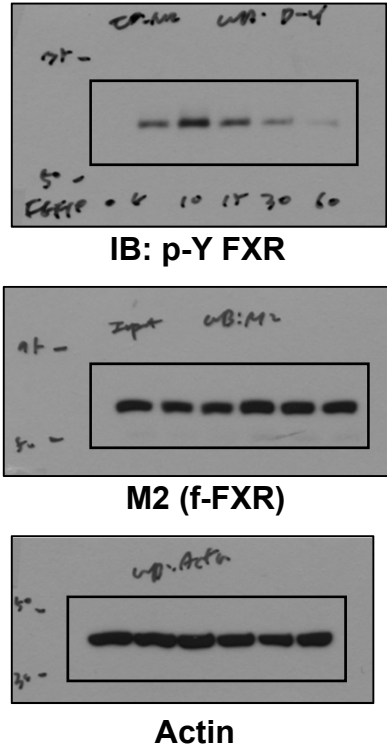

Fig 1. d

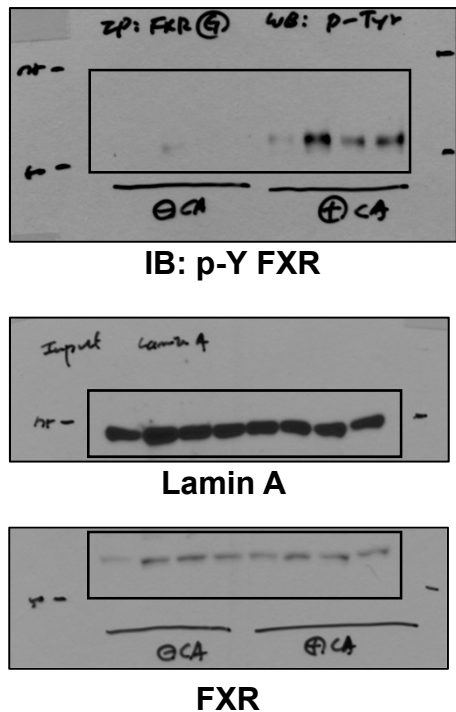

Supplementary Figure 9. Full size immunoblots of cropped blots in the main manuscript figures. Full size immunoblots of cropped blots for Fig. 1a, 1b, and 1d.

## Supplementary Figure 10

Fig 4. a

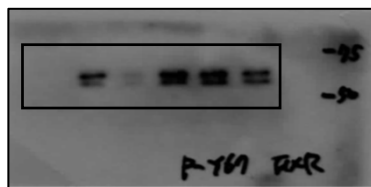

P-Y67 FXR

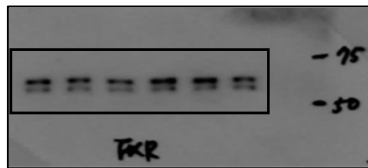

FXR

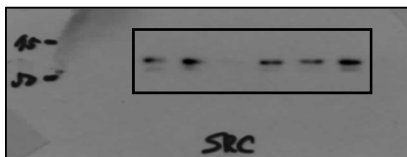

Src

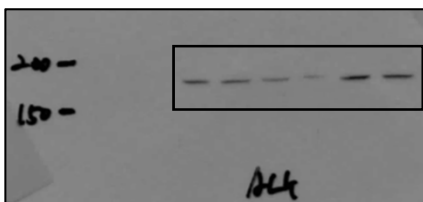

ALK

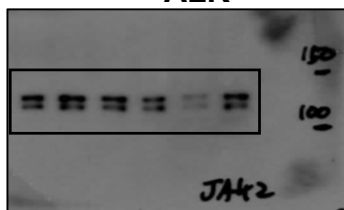

JAK2

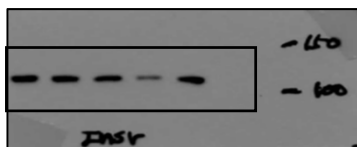

INSR

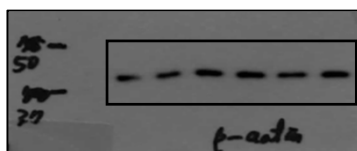

Actin

Fig 4. b

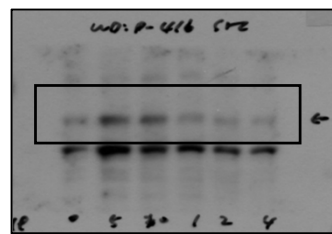

p-Y416 Src

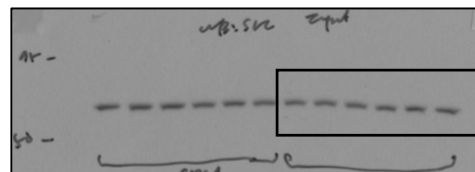

Src

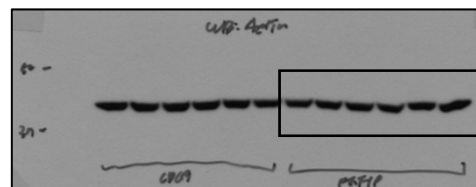

Actin

Fig 4. c

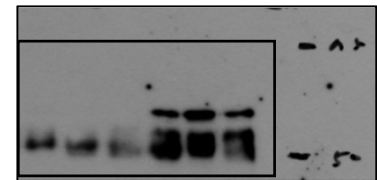

Src

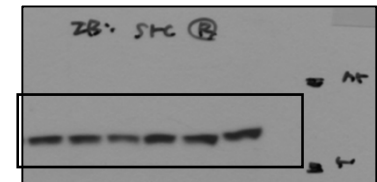

Src

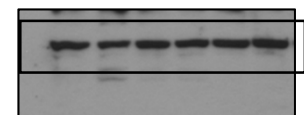

Lamin A

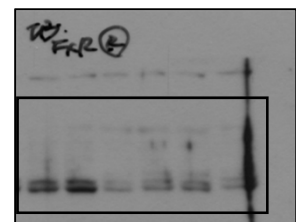

FXR

Supplementary Figure 10. Full size immunoblots of cropped blots in the main manuscript figures. Full size immunoblots of cropped blots for Fig. 4a, 4b, and 4c.

## Supplementary Figure 11

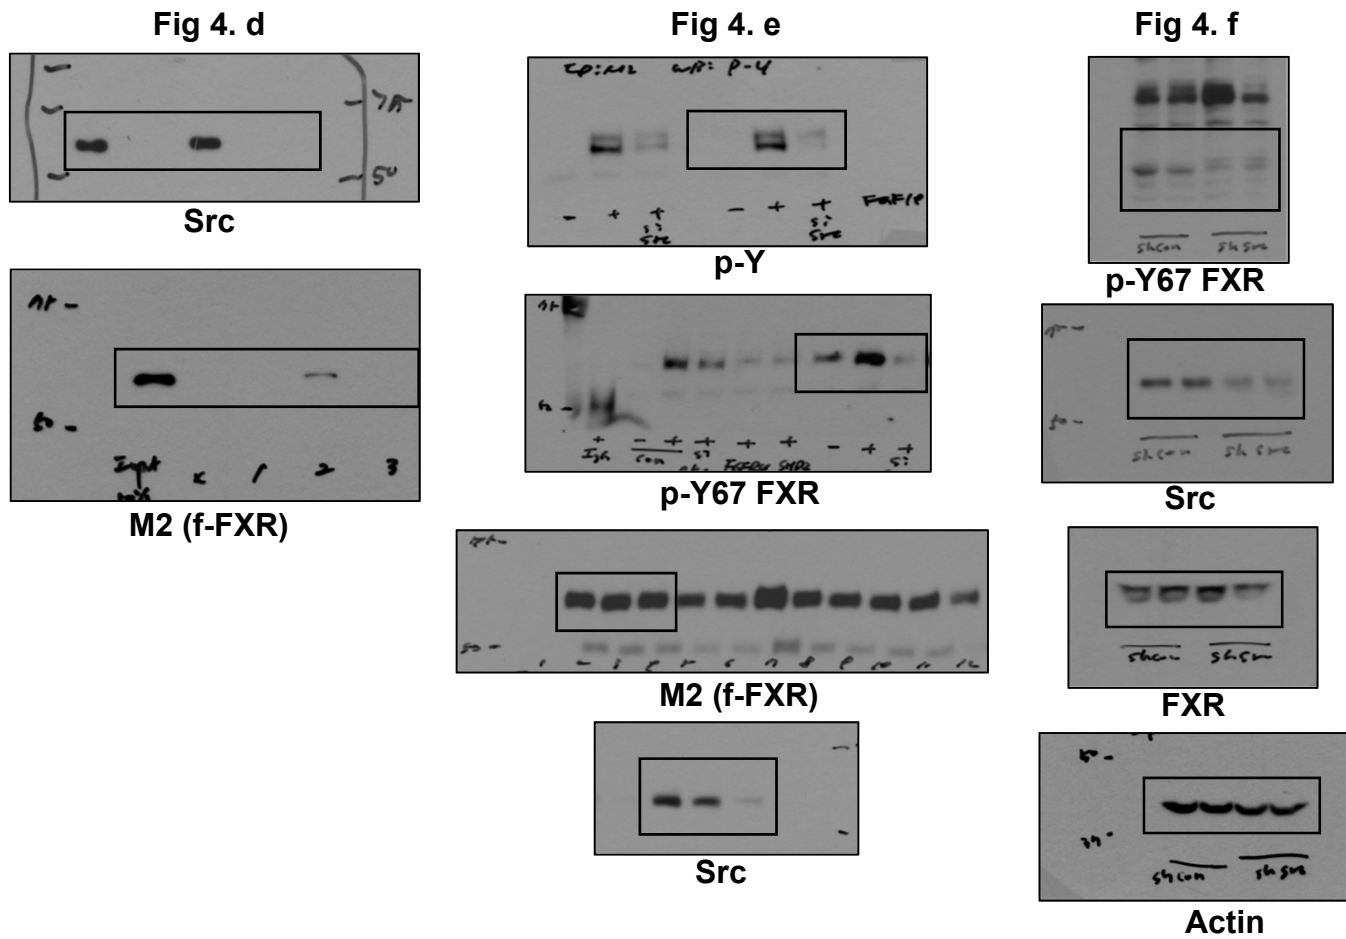

**Supplementary Figure 11. Full size immunoblots of cropped blots in the main manuscript figures. Full size immunoblots of cropped blots for Fig. 4d, 4e, and 4f.**

## Supplementary Figure 12

**Fig 4. g**

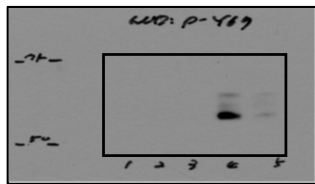

**p-Y67 FXR**

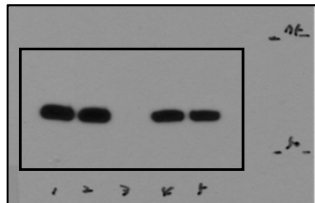

**M2 (f-FXR)**

**Fig 4. j**

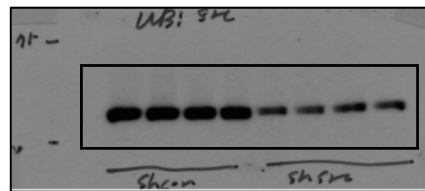

**Src**

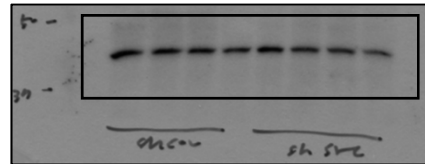

**Actin**

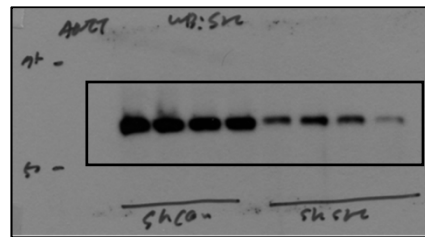

**Src**

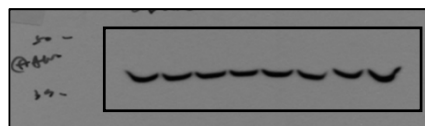

**Actin**

**Supplementary Figure 12. Full size immunoblots of cropped blots in the main manuscript figures. Full size immunoblots of cropped blots for Fig. 4g and 4j.**

Supplementary Figure 13

Fig 5. b

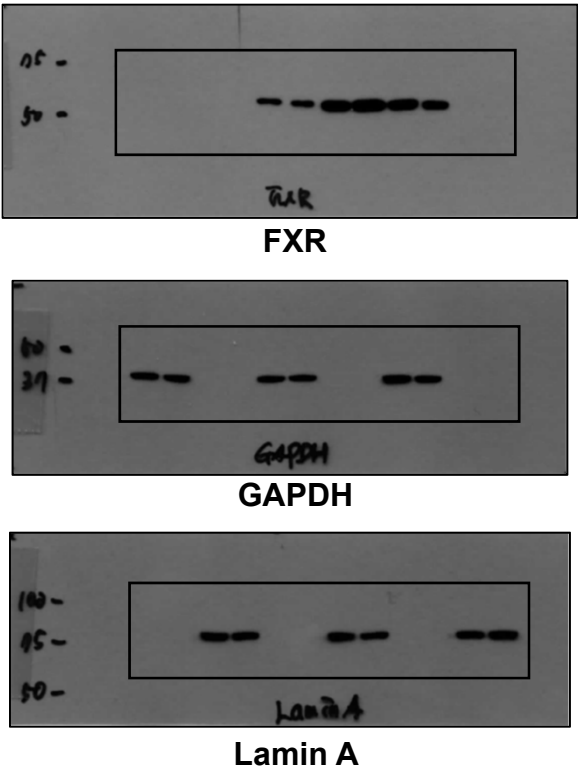

Fig 5. d (left)

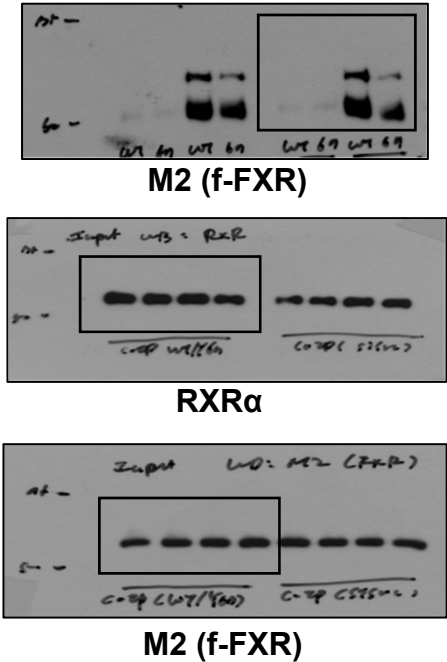

Fig 5. d (right)

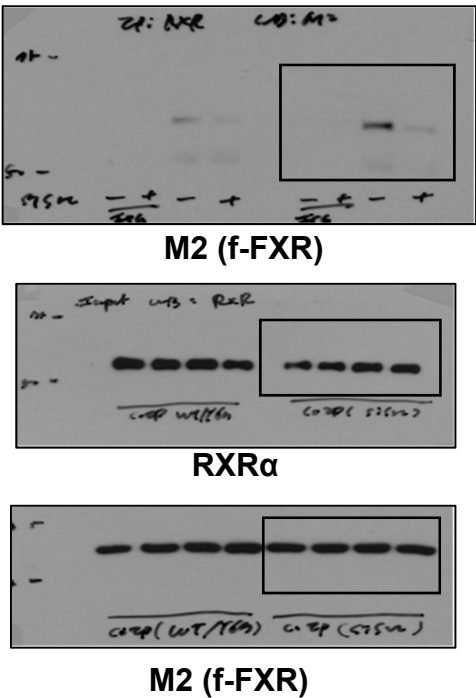

Supplementary Figure 13. Full size immunoblots of cropped blots in the main manuscript figures. Full size immunoblots of cropped blots for Fig. 5b and 5d.

## Supplementary Figure 14

Fig 6. a

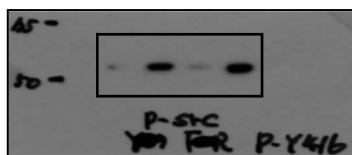

p-Y416 Src

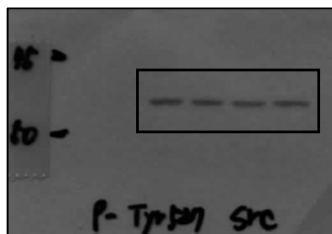

p-Y527 Src

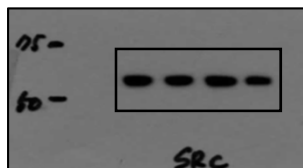

Src

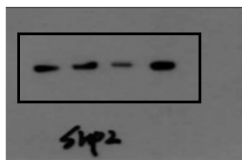

Shp2

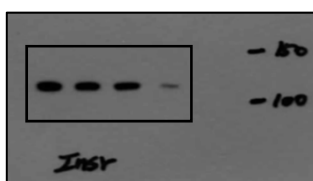

INSR

Fig 6. b

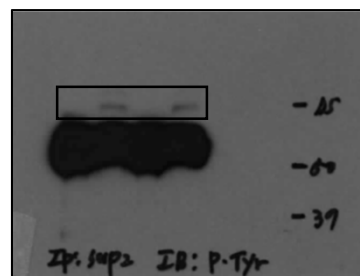

IP: Shp2 IB: p-Y

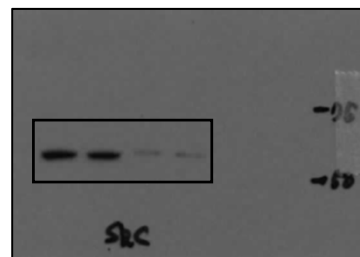

Src

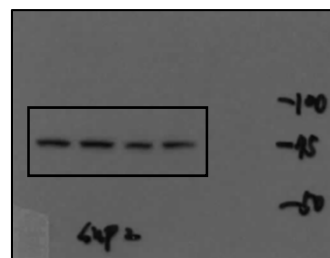

Shp2

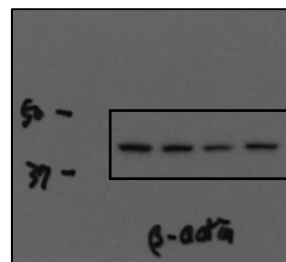

Actin

**Supplementary Figure 14. Full size immunoblots of cropped blots in the main manuscript figures. Full size immunoblots of cropped blots for Fig. 6a and 6b.**

### Supplementary Figure 15

**Fig 6. d**

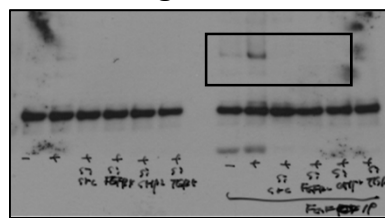

**p-Y FXR**

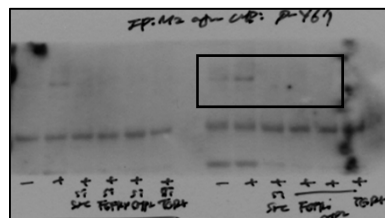

**p-Y67 FXR**

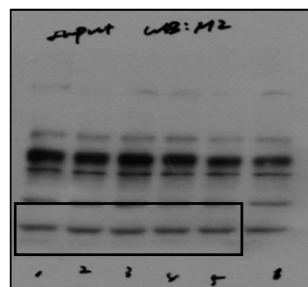

## M2 (f-FXR)

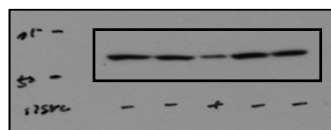**Src**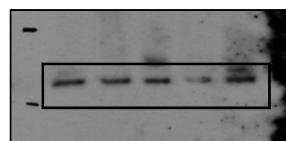

## FGFR4

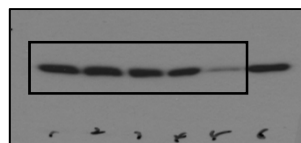

## Shp2

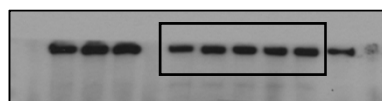

## Actin

**Fig 6. h**

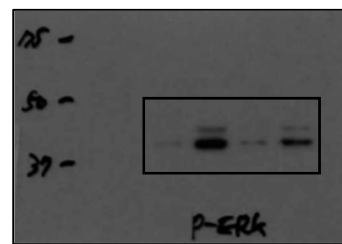

**p-ERK**

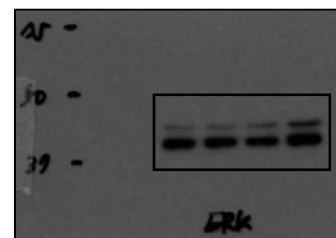

**ERK**

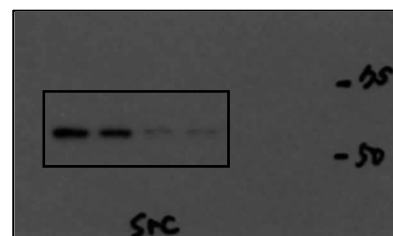

## Src

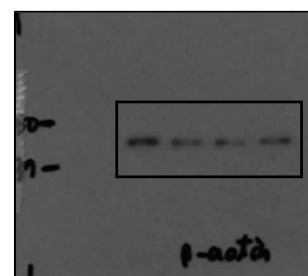

## Actin

**Supplementary Figure 15. Full size immunoblots of cropped blots in the main manuscript figures.** Full size immunoblots of cropped blots for Fig. 6d and 6h.

## Supplementary Figure 16

Supplementary Figure 4c

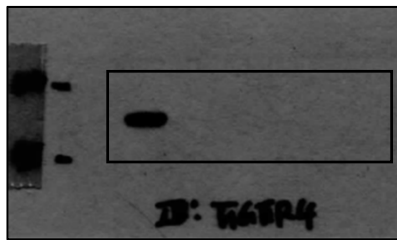

FGFR4

Supplementary Figure 5a

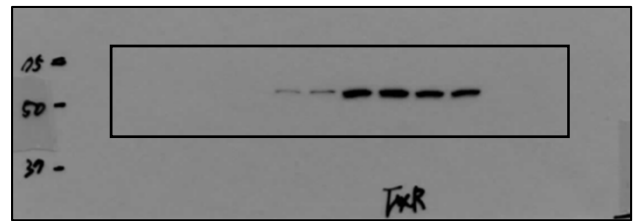

FXR

Supplementary Figure 8

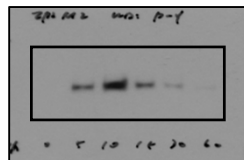

p-Y FXR

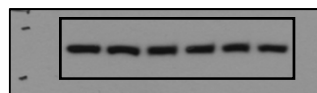

M2 (f-FXR)

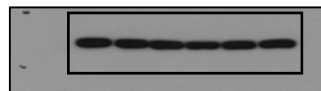

Actin

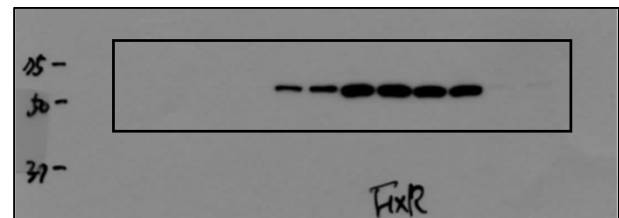

FXR (longer exposure)

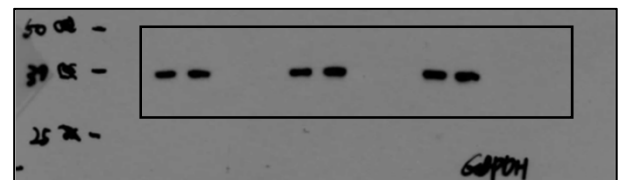

GAPDH

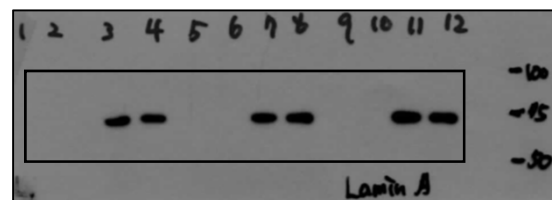

Lamin A

**Supplementary Figure 16. Full size immunoblots of cropped blots in the Supplementary figures.** Full size immunoblots of cropped blots for Supplementary Figure. 4c, 5a and 8.

How the deposited data were processed for this re-analysis (not part of the article)

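Liver mRNA of 3 FXR-WT and 3 Y67F-FXR mice was compared by RNA-seq. The sample labels and Fig. 2f give the group and number of each library. The figure legend gives a larger number of mice per group, and the paper's text does not say which mice were sequenced. The authors deposited counts per gene that were not normalized. They had aligned the reads with STAR and counted them with featureCounts 1.4.6-p4 on UCSC mm9 gene models. Strand was not used, the reads of a pair were counted singly, and reads on several genes or several places were left out. The authors also deposited a table of their comparison of Y67F-FXR with FXR-WT, with a log2 fold change, a mean log2 CPM, a p-value and a false discovery rate per gene. The paper's text does not name the test behind it. This table was compared with values computed from the counts and used for no test.

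Library totals ranged from 19551113 to 22053320 reads on 23284 genes. Of these genes, 136 had exons on several chromosomes or strands, and 2741 shared exon bases with another gene. The 10 most abundant genes took from 18.4% to 20.4% of the reads. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and plotted with Python 3.11.15 and matplotlib 3.10.9. Genes were filtered with filterByExpr, scaled by TMM factors and tested with glmQLFit and glmQLFTest. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fitted fold change over 1.5. CPM values are scaled by the same factors, and log2 CPM used a prior count of 2. Lists were tested with camera at a preset correlation of 0.01 and adjusted over 6 lists at the claims and over 9 lists in the closing section. Over-representation was tested with Fisher's exact test, one-sided, over 12 tests. Coordinates are those of the count files, in mm9. The reference given was GRCm38, so it was used only for current gene names, for GC content (97.9% of the genes had a value) and for matching primers.

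The genes named are those of the heat map and the text, the genes for FXR, Src, Fgfr4 and Klb, the 5 genes with the largest fold change in each direction among called genes with a mean of at least 1 CPM and groups that do not overlap, and the 3 members of each list with the smallest adjusted p. Some genes that this rule gives are not reported here. Lists were written for cholesterol biosynthesis, bile acid synthesis, endoplasmic reticulum chaperones and the unfolded protein response, lipogenesis, autophagy and hepatic FXR targets. For the closing section, lists were written of fasting-induced, circadian clock, acute phase, male-biased and female-biased liver genes, and of markers of Kupffer cells and leukocytes, stellate cells, cholangiocytes and erythrocytes. Hbb-bt of the erythrocyte list was not found in the count files. The tests, lists, naming rule and most alternatives were set before the data were examined.

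The fits were tested on simulated counts of 12453 genes, of which 200 were changed by 2 on the log2 scale. The quasi-likelihood test recovered 96.5% of these, and 6.31% of its 206 calls were false. The likelihood ratio test gave 15.2% false calls and DESeq2 13.5%. An exact test with the dispersion fixed at 0.01 gave 62.0%. The simulated dispersions were estimated from the same livers. Camera found a simulated list of 25 genes and had a p under 0.05 for 0 of 50 random lists. The genes were simulated independently, so this cannot show how camera does on lists of correlated genes. The alternatives tried were other scaling factors, DESeq2, the likelihood ratio test, glmTreat, other filters, an unadjusted threshold, no fold minimum, the replicate number as a block, loess offsets (span 0.3) for gene length and GC content, each liver left out, fry, an estimated correlation and Reactome sets. Chosen after the data were seen were exact tests on genes above 1 CPM in at least 3 libraries, and lists without the genes of the heat map.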

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

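The genes and the list given here are outside those the paper discusses, and were past the threshold between Y67F-FXR and FXR-WT livers. The tests on GC content, paralogs, single livers and the clock gene difference were chosen only after the results were seen. The other tests were written before. By the criteria written before, the splits, the feeding state and the time of day would have been set aside, and these 3 explanations were kept open after the results were seen.

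Large decreases were those of Hsd3b5 (log2 fold change -4.47), Sdf2l1 (-2.89), Selenbp2 (-2.88) and Cyp2c70 (-2.75). The 5 largest increases were those of Ppp1r3g (4.32), G6pc (3.42), Gm15441 (3.05), Plin4 (2.70) and Got1 (2.34). Only called genes with groups that do not overlap were considered. For Hsd3b5, Selenbp2, Cyp2c70 and Got1, a change decided by 1 liver is argued against, since the highest adjusted p with 1 liver left out was 0.0355 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (Cyp2c70, without Y67F-FXR replicate 3). With each liver left out, the log2 fold change ranged from -3.16 to -2.61 for Sdf2l1 and from 3.66 to 4.67 for Ppp1r3g. It ranged from 3.05 to 3.96 for G6pc, 2.65 to 3.41 for Gm15441 and 2.41 to 3.02 for Plin4. These ranges argue against 1 liver making the changes, though Ppp1r3g was low in FXR-WT livers (mean 0.236 CPM). Whether these genes passed the threshold did depend on single livers. Without FXR-WT replicate 3, the adjusted p from the same edgeR test was 0.105 for Ppp1r3g and G6pc and 0.0884 for Plin4. It reached 0.0823 for Gm15441 without FXR-WT replicate 2 and 0.0648 for Sdf2l1 without Y67F-FXR replicate 3. Fits with fewer livers also have less power.

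Reads moving to paralogs were weighed for 2 of these genes. The other tested genes of the Hsd3b cluster did not rise where Hsd3b5 fell. The highest of their log2 fold changes was -0.84 (Hsd3b2), and that of Hsd3b3 was -1.09. Selenbp1 gained 16.8% of the CPM that Selenbp2 lost, and its own log2 fold change of 0.18 had an adjusted p of 0.694 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shared reads were not tested for the other genes. Gm15441 shares exon bases with Txnip, whose log2 fold change was 1.84, and counting without strand leaves its level uncertain.

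The fasting-induced list had a median log2 fold change of 0.997, with 22 of 23 tested genes higher and 5 called (camera, adjusted p = 8.5e-23 over 9 lists, 0.0321 with fry and 0.109 with an estimated correlation). The median stayed between 0.86 and 1.09 with each liver left out. The exception was Fgf21, at -1.64. All mice had the same chow for 6 h, but the changes may follow how much each mouse ate, which the labels do not give. A fasting state should also lower lipogenic genes. Their list had a median of -0.04 and an adjusted p of 0.0681 with camera, with Fasn (-0.43) and Srebf1 (-0.48) lower and Scd1 (0.45) and Acacb (0.54) higher. As these members go both ways, an effect of food intake and an effect of Y67F-FXR cannot be told apart here. The same limit applies to the lower cholesterol biosynthesis and endoplasmic reticulum lists, which come from the same livers.

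For the 121 called genes as a whole, several technical explanations were tested. With each library thinned to the smallest total, the count over 5 draws farthest from 121 was 114 genes, which argues against library size. With gene length offsets, 120 of the 121 genes were still called, and with GC content offsets 110, which argues against those trends as the whole cause. Other cells of the liver stay open as part of the source. The stellate cell list, with a median of -0.26, passed with camera (adjusted p = 0.0181, and 0.193 without FXR-WT replicate 1) and not with fry (0.267). None of the 38 tested marker genes was called. The 5 with an unadjusted p under 0.05 were all lower in Y67F-FXR livers, S100a8 (-2.73), Acta2 (-1.95), S100a9 (-1.95), Lrat (-1.15) and Col1a1 (-0.77). Time of day stays open. The log2 level of Arntl minus the mean of Dbp, Nr1d1 and Per3 differed between groups by -0.0735 (standard error 0.312), too wide to exclude a 1.5-fold shift. None of 17 tested clock genes was called, and 4 had an unadjusted p under 0.05. Of the 10 splits of the 6 livers into 3 and 3, 1 gave as many called genes, the real one. The others gave 0, but 10 splits cannot show a share under 0.05. The expressed form of FXR, which the design names, stays among the open explanations.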

How the results depend on the processing

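The exact tests and the lists without the genes of the heat map were chosen only after the results were seen. The cause of the changes below was not tested, except where fewer livers or another threshold give it by construction.

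The counts of 53 lower and 68 higher genes stayed within 1.5 times with RLE or upper-quartile factors, library totals, at least 10 counts in every library and no fold minimum. They were 216 and 215 with DESeq2, 226 and 221 with the likelihood ratio test, 401 and 382 at an unadjusted p under 0.05, 7 and 1 with glmTreat, and 121 and 121 with gene length offsets. The lower genes numbered 81 (with 86 higher) without a filter beyond 1 count, and 82 (with 75 higher) with GC content offsets. The exact test with the dispersion fixed at 0.01 gave 434 and 428, or 964 and 1075 without a fold minimum, and with estimated dispersions 222 and 213. Across the 6 fits that each left out one replicate, lower genes ranged from 7 to 33 and higher genes from 2 to 35. Both lowest counts came without FXR-WT replicate 3.

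Livers with the same number do not pair. The correlations of their deviations from the group means, over genes, were -0.517, -0.0804 and 0.121 for replicates 1 to 3. With the replicate block, 6 genes were lower and 2 higher. It was 46 and 45 for the replicate block with gene length offsets, and 14 and 13 for the replicate block with GC content offsets. In the heat map, 1 gene passed with the replicate block and 2 with the replicate block and GC content offsets.

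Of the 19 heat map genes, 6 passed over all genes. This became 13 with DESeq2, 12 with the likelihood ratio test, 10 without a filter, 15 at an unadjusted p under 0.05, 1 with glmTreat, 10 with gene length offsets, 15 with the exact test at a dispersion of 0.01 and 12 with estimated dispersions. With each liver left out it ranged from 1 to 6. Adjusted over the list alone, the count was 15, became 9 with glmTreat and ranged from 13 to 15 with each liver left out.

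With camera's correlation estimated, the adjusted p was 0.107 for cholesterol biosynthesis, bile acid synthesis and autophagy and 0.0606 for the endoplasmic reticulum list, no longer past the threshold. The FXR targets stayed past it in each alternative run. The lipogenesis list, at 0.0681, passed without a filter (0.0454) and with the replicate block and GC content offsets (0.0349), and ranged from 0.000870 to 0.462 with each liver left out. Without the genes of the heat map, the bile acid synthesis list was not past the threshold (adjusted p = 0.686). Camera's direction turned there, while the median stayed above 0 at 0.06, so neither an increase nor a decrease was shown. The autophagy and FXR target lists stayed past the threshold there. The cholesterol biosynthesis, endoplasmic reticulum and lipogenesis lists have 0 genes in the heat map, so leaving those genes out could not test them. No Reactome set was matched to autophagy or to FXR targets. The over-represented lists numbered 4, and 5 with unadjusted calls.

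Reversed genes lay close to 0. The log2 fold change of Klb became 0.01 with the replicate block (0.0056), with the replicate block and gene length offsets (0.0079) and with GC content offsets (0.0070), and 0.02 with the replicate block and GC content offsets (0.0245). That of Slco1b2 became -0.0198 with library totals. That of Src became 0.00033 with RLE factors, 0.00059 with DESeq2 and 0.0036 with gene length offsets. With each liver left out, the ranges were -0.38 to 0.12 for Abcc2, -0.17 to 0.13 for Klb, -0.13 to 0.19 for Slco1b2 and -0.27 to 0.18 for Src.

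Over the 629 other comparisons of named genes on 6 livers, 41 calls were lost, 45 gained and 8 signs changed. In 252 comparisons with 1 liver left out, 48 were lost, 3 gained and 12 signs changed. Depth limits Src, at 2.51 CPM in both groups.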

Differences from the paper's values

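The paper reports that 914 genes were decreased and 911 increased over 1.5-fold. Here 53 and 68 were called. None of the alternatives set before the data were examined closed either gap, and the nearest were the unadjusted p (401 and 382), the likelihood ratio test (226 and 221) and DESeq2 (216 and 215). Of the alternatives chosen after seeing the values, the exact test with the dispersion fixed at 0.01 gave 434 and 428, and 964 and 1075 without a fold minimum, within 1.5 times of the paper's counts. In the authors' deposited table, 434 genes are lower and 428 higher at a false discovery rate under 0.05 and a fold over 1.5. At any fold the same table has 964 and 1075, and with p under 0.05 and the fold minimum 455 and 441.

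The legend of Fig. 2 gives 5 mice per group, and the files hold 3 livers per group.

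The paper's text lists Shp, Mafg, Bsep and Mdr2 as downregulated and Ntcp and Oatp as upregulated. Their fitted directions were the same here, but none was called over all genes. The paper also measured Shp, Mafg, Bsep, Ntcp and Oatp by qRT-PCR, which the counts do not test. At an unadjusted p under 0.05, with DESeq2 and with the likelihood ratio test, Shp, Mafg, Bsep, Ntcp and Slco1a1 were called. Shp, Mafg and Bsep were also called without a filter on counts, with gene length offsets, with these offsets and the replicate block, and with GC content offsets, and Mafg with library totals. Shp and Mafg were called without Y67F-FXR replicate 2, and Bsep without FXR-WT replicate 1. With both exact tests, chosen after seeing the values, Shp, Mafg, Bsep, Ntcp and Slco1a1 were called. Mdr2 (log2 fold change -0.39) was called only with the dispersion fixed at 0.01 and no fold minimum.

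The paper places BA and lipid metabolic processes among the decreased terms. The bile acid synthesis list used here was higher as a set, with a median log2 fold change of 0.20, but not past the threshold when the genes of the heat map were left out, a choice made after seeing the values (median 0.06, adjusted p = 0.686 with camera). The lipogenesis list was not past the threshold (adjusted p = 0.0681 with camera), but it was without a filter (0.0454), with the replicate block and GC content offsets (0.0349), and without FXR-WT replicate 1 (0.0139), Y67F-FXR replicate 1 (0.0499) or Y67F-FXR replicate 3 (0.000870). These lists are not the terms the paper tested. By Fisher's exact test the cholesterol biosynthesis list was not over-represented among the lower genes (adjusted p = 0.174), and it was at the unadjusted threshold for calls (9.4e-16).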

Other observations

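The tests in this part were chosen only after the results were seen.

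The authors' deposited table rests on a fixed dispersion. An exact test with the dispersion set to 0.01, on the 11539 genes above 1 CPM in at least 3 libraries, gave the table's p for 11539 of its 11539 genes to within rounding. With estimated dispersions, the median difference was 0.246 on the log10 scale. A dispersion of 0.01 is a biological coefficient of variation of 0.1, against 0.191 estimated from these livers. Of the 121 genes called here, 120 are among the 862 at a false discovery rate under 0.05 and a fold over 1.5 in the authors' deposited table. The log2 fold changes of the 2 analyses correlate at 0.99996 over 11539 genes, so the number of calls differs and not the direction or size of the changes. This match shows how the table was made, and does not say how the numbers in the paper's text were counted.

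The first principal component did not separate the groups, and the second did. The first principal component of all tested genes took 42.9% of the variance, with FXR-WT replicate 1 (-34.2) and Y67F-FXR replicate 2 (-29.6) at one end and FXR-WT replicate 3 (20.8) and Y67F-FXR replicate 1 (32.7) at the other. The second took 32.7% and had the FXR-WT livers at 24.9, 13.6 and 22.7 and the Y67F-FXR livers at -14.3, -31.7 and -15.3. The gene loadings on the first component followed gene length, with a Spearman correlation of 0.475 across genes, which are not independent replicates. The log2 fold change between the groups did not (0.0165). A trend with gene length may be part of the spread on the first component. Removing it lowered the common biological coefficient of variation from 0.194 to 0.169, and the called genes rose from 121 to 242. The trend is not the whole of it. Over all tested genes, the groups still overlapped on the first component by 17.4 units (a gap of -17.4) once the trend was removed. The first look was taken only at the 7778 genes with a mean log2 CPM above 3, and among these the groups were apart once the trend was removed, with a gap of 21.4. The deviations of FXR-WT replicate 1 and Y67F-FXR replicate 2 from their group means correlated at 0.537 across genes, and still at 0.468 with the length trend removed and 0.489 with the GC trend removed, which argues against either trend as the whole cause. No biological explanation of this spread was tested, and the labels give no batch.

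The other lists written for this section showed smaller shifts. The circadian clock list had a median log2 fold change of 0.20 (camera, adjusted p = 0.019995, and 0.268 with fry) and the acute phase list -0.21 (0.0371, and 0.464 with fry). The male-biased list had a median of 0.05 (camera, adjusted p = 0.0371, and 0.267 with fry), but camera's direction for it was down. Each of these lists lost its place under the threshold without some of the livers. The camera values were 0.365 for the clock list without FXR-WT replicate 1, and 0.451 for the acute phase list and 0.0967 for the male-biased list without Y67F-FXR replicate 1. The female-biased (-0.00), Kupffer cell and leukocyte (0.04), cholangiocyte (0.05) and erythrocyte (0.03) lists had camera adjusted p of 0.691, 0.530, 0.991 and 0.880. The Kupffer cell and leukocyte list reached 0.00158, with a median of -0.24, without Y67F-FXR replicate 2. Of the male-biased list, Hsd3b5 and Selenbp2 were called lower and Elovl3 (1.58) higher, so its members did not move together. Elovl3 shares exon bases with Pitx3, and its count is uncertain.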
